# Overexpression of *Jatropha curcas* *ERFVII2* Transcription Factor Confers Low Oxygen Tolerance in Transgenic Arabidopsis by Modulating Expression of Metabolic Enzymes and Multiple Stress-Responsive Genes

**DOI:** 10.3390/plants9091068

**Published:** 2020-08-20

**Authors:** Piyada Juntawong, Pimprapai Butsayawarapat, Pattralak Songserm, Ratchaneeporn Pimjan, Supachai Vuttipongchaikij

**Keywords:** abiotic stress, RNA-seq, transcription factor, waterlogging

## Abstract

Enhancing crop tolerance to waterlogging is critical for improving food and biofuel security. In waterlogged soils, roots are exposed to a low oxygen environment. The group VII ethylene response factors (ERFVII*s*) were recently identified as key regulators of plant low oxygen response. Oxygen-dependent N-end rule pathways can regulate the stability of ERFVIIs. This study aims to characterize the function of the *Jatropha curcas ERFVIIs* and the impact of N-terminal modification that stabilized the protein toward low oxygen response. This study revealed that all three JcERFVII proteins are substrates of the N-end rule pathway. Overexpression of *JcERFVII2* conferred tolerance to low oxygen stress in Arabidopsis. In contrast, the constitutive overexpression of stabilized *JcERFVII2* reduced low oxygen tolerance. RNA-seq was performed to elucidate the functional roles of *JcERFVII2* and the impact of its N-terminal modification. Overexpression of both wildtype and stabilized *JcERFVII2* constitutively upregulated the plant core hypoxia-responsive genes. Besides, overexpression of the stabilized *JcERFVII2* further upregulated various genes controlling fermentative metabolic processes, oxidative stress, and pathogen responses under aerobic conditions. In summary, JcERFVII2 is an N-end rule regulated waterlogging-responsive transcription factor that modulates the expression of multiple stress-responsive genes; therefore, it is a potential candidate for molecular breeding of multiple stress-tolerant crops.

## 1. Introduction

Waterlogging can damage most crops, creating one of the most significant problems in agriculture worldwide. During the heavy rainy season in the plain area, soil can quickly become waterlogged due to poor drainage, creating a low oxygen environment in the root area underground. Low oxygen stress leads to the induction of a particular set of genes involved in carbohydrate utilization, energy metabolism, and fermentation to sustain ATP production [1]. Over the long term, low oxygen stress means morphological adaptation is required to keep the level of oxygen under control [2]. Since global climate change could increase the number of flooding events, improved crop varieties with waterlogging tolerance are essential [3,4].

The ethylene response factor (*ERF*) family is one of the largest plant-specific transcription factor families characterized by a single DNA-binding domain, APETALA2 (AP2), with expanded functions in hormonal response, development, and tolerance to biotic and abiotic stresses [5,6,7]. Group VII ERF (ERFVII) transcription factors is a subgroup of ERF*s* that has been recognized as a critical factor controlling the expression of numerous genes involved in an adaptive response to low oxygen stress in model plants [8,9,10,11]. A characteristic feature of all Arabidopsis *ERFVIIs* (*RAP2.2*, *RAP2.3*, *RAP2.12, HRE1*, and *HRE2*) is a conserved N-terminal motif (N-degron; [5,12]), which enables them to be degraded by oxygen and nitric oxide (NO)-dependent N-end rule pathways [13,14,15]. Overexpression of the Arabidopsis *ERFVIIs* enhances flooding or low oxygen stress tolerance in transgenic Arabidopsis plants [13,14,16,17,18,19,20,21]. Interestingly, overexpression of the stabilized (N-terminal mutation) *HRE1* and *HRE2* in Arabidopsis further improved low oxygen tolerance compared to Arabidopsis lines overexpressing the wildtype *HRE1* and *HRE2* [14]. However, enhanced stability of *RAP2.12* resulted in reduced biomass under aerobic conditions and did not increase tolerance to low oxygen stress in transgenic Arabidopsis plants [13,22]. Transcription of genes encoding for fermentative and starch degradation enzymes were constitutively activated in transgenic Arabidopsis overexpressing stable *RAP2.12*, which negatively affected growth and development under the aerobic condition and reduced tolerance to low oxygen stress [22]. In rice, previous studies identified *ERFVIIs*, *Snorkels*, and *Sub1A*, as a key player orchestrating the escape and quiescence response needed to survive flash-flood and prolonged submergence, respectively [23,24]. Although Sub1A contained an N-degron, it was not a substrate of the N-end rule pathway [11,14]. It has recently been shown that *Sub1A* transcriptionally activates the other *ERFVII*s, *ERF66*, and *ERF67*, resulting in transcriptional accumulation of anaerobic survival genes and improved submergence tolerance in rice [11]. Remarkably, constitutive expression of the stabilized wheat *ERFVII*, *TaERFVII.1*, enhanced tolerance to waterlogging in transgenic wheat without negative impacts on development and grain yield under aerobic conditions [25]. Thus, identification, selection, and modification of the *ERFVII* genes could be a valuable approach to improve crop waterlogging tolerance.

*Jatropha curcas* is a drought-tolerant oilseed crop for biodiesel production. It can be grown on marginal land without competing with other food crops [26]. However, waterlogging caused a significant reduction of growth and biomass yield, suggesting that Jatropha is extremely sensitive to waterlogging [27,28]. Undoubtedly, genetic improvement of waterlogging tolerant Jatropha is needed to increase Jatropha oil production. Previously, we transcriptionally profiled gene expression in Jatropha and found that waterlogging promoted anaerobic respiration, but inhibited carbohydrate synthesis, cell wall biogenesis, and plant growth [29]. Based on our previous study, *ERFVIIs* had been proposed as candidate genes for genetic engineering of waterlogging tolerant Jatropha [29].

In this study, we cloned and evaluated the tissue-specific expression and waterlogging responsive pattern of Jatropha *ERFVIIs* (*JcERFVIIs*). Next, we followed up by examining the N-end rule regulated protein stability of *JcERFVIIs* and overexpressing the *JcERFVII2* genes in Arabidopsis to evaluate the flooding and low oxygen tolerant phenotype. Finally, the molecular function of *JcERFVII2* was further investigated by transcriptome profiling of transgenic Arabidopsis lines.

## 2. Results

### 2.1. Cloning and Bioinformatics Analysis of JcERFVII Genes

Previously, we identified three *JcERFVIIs*, namely *JcERVII1* (*Jcr4S00420.40*), *JcERFVII2* (*Jcr4S00982.160*), and *JcERFVII3* (*Jcr4S01651.60*), from the Jatropha genome [29]. All three *JcERFVIIs* possess a conserved N-degron signal [NH_2_-MCGGAII(A/S)D] [29]. The full-length open reading frames (ORFs) of *JcERFVIIs* were cloned. Sequence analysis reveals that *JcERFVII1*, *JcERFVII2*, and *JcERFVII3* are composed of 1158, 762, and 945 nucleotides, respectively (Supplementary Materials Data S1). Deduced amino acid sequences of *JcERFVII1*, *JcERFVII2*, and *JcERFVII3* provided encoded proteins with 385, 253, and 314 amino acids with predicted molecular weights of 43, 29, and 36 kD, respectively. The amino acid sequences of the *JcERFVIIs* were aligned with amino acid sequences from all five members of the *Arabidopsis ERFVIIs*, including *RAP2.2*, *RAP2.3*, *RAP2.12*, *HRE1*, and *HRE2*, and the phylogenetic relationship was evaluated. The results revealed that *JcERFVII1* clustered with *RAP2.2* and *RAP2.12*, *JcERFVII2* clustered with *RAP2.3*, and *JcERFVII3* clustered with *HRE2* (Figure 1A). Based on the previously reported Arabidopsis ERFVII protein domain data [5], MEME assisted domain analysis also showed the similarity among each phylogenetic cluster (Figure 1B).

### 2.2. Tissue-Specific and Waterlogging Expression Patterns of JcERFVIIs

We examined the expression pattern of the three *JcERFVIIs* in the tissue of Jatropha seedlings using qRT-PCR (Figure 2). Under aerobic conditions, the expression of all three *JcERFVIIs* can be found in roots, leaves, apical buds, and petioles of Jatropha seedlings. *JcERFVII1* exhibited the highest expression in apical buds and the lowest expression in leaves, while *JcERFVII2* and *JcERVII3* exhibited the highest expression in roots and the lowest expression in leaves. We also compared the expression levels of the three *JcERFVIIs* using the transcriptome data from roots, leaves, stems, and shoot apexes collected in a publically available *J. curcas* database (JCDB) [30]. We found that among the three *JcERFVIIs*, *JcERFVII1,* and *JcERFVII3* displayed the highest and the lowest expression, respectively (Supplementary Materials Figure S1). Moreover, the expression levels of *JcERFVII2* in Jatropha tissues were more uniform than those of the others (Supplementary Materials Figure S1).

To explore whether the *JcERFVIIs* are related to waterlogging response, we examined the expression patterns of *JcERFVIIs* in Jatropha seedlings subjected to 24 h soil waterlogging. In the waterlogged root, the expression of *JcERFVII2* and *JcERFVII3* was significantly increased, while the expression of *JcERFVII1* remained unaffected (Figure 2). Besides, waterlogging resulted in a significant reduction of *JcERFVII1*, *JcERFVII2*, and *JcERFVII3* expression in apical buds (Figure 2).

### 2.3. Stability of JcERFVIIs In Vitro

Since all three JcERFVII proteins possess a conserved N-degron, we hypothesized that they are targets of the N-end rule pathway. We used a previously established in vitro assay by which proteins are expressed in a rabbit reticulocyte system containing essential components for the N-end rule pathway [14]. Western blot analysis of in vitro translated JcERFVII proteins tagged with a haemagglutinin (3xHA) epitope demonstrated a single band with the migration pattern corresponding to their predicted molecular weight (Figure 3). Our results demonstrated that mutation of cysteine to alanine at amino acid residue position 2 (MA) in all three JcERFVIIs increased protein stability after 60 and 120 min incubation periods (Figure 3). We also showed that supplementation of MG132, a proteasome inhibitor, increased the accumulation of wildtype (MC) JcERFVII proteins in vitro (Figure 3). These data strongly suggest that JcERFVIIs are substrates of the N-end rule pathway.

### 2.4. Overexpression of the JcERFVII2 Enhanced Low Oxygen Tolerance in Arabidopsis

Based on previous studies, among the five members of the Arabidopsis *ERFVIIs*, the role of *RAP2.3* in low oxygen responses has been less explored. Therefore, we aim to characterize *JcERFVII2* function towards low oxygen response. To investigate the function of *JcERFVII2* in providing tolerance to low oxygen stress and whether modulation of its stability could affect the stress tolerance, we generated transgenic Arabidopsis lines overexpressing *MA-* or *MC-JcERFVII2* driven by the CaMV35S promoter. Ten and 5 transgenic lines overexpressing *MA-* and *MC-JcERFVII2* were generated and 4 independent homozygous lines, 3*5S:MA-JcERFVII2-1* (MA-Line1), *35S:MA-JcERFVII2-7* (MA-Line7), *35S:MC-JcERFVII2-3* (MC-Line3), and *35S:MC-JcERFVII2-5* (MC-Line5), were selected for functional analysis. Semi-quantitative RT-PCR analysis confirmed the expression of *JcERFVII-2* in the transgenic lines (Supplementary Materials Figure S2A).

For submergence stress, the four transgenic lines and the wildtype *A. thaliana* Col-0 were grown until reaching the 10 leaf-stage and subjected to submergence stress for 3 d (Figure 4A). While overexpression of *MC-JcERFVII2* did not show any effect on the phenotype of the transgenic lines (MC-Line3 and MC-Line5) (Figure 4A,B), it considerably improved submergence tolerance with respect to the wildtype, as demonstrated by the increases of dry weight after submergence (Figure 4C). On the other hand, transgenic lines overexpressing *MA-JcERFVII2* (MA-Line1 and MA-Line7) showed reduced plant growth when grown under aerobic conditions (Figure 4A,B) and decreased submergence tolerance when compared with the wildtype (Figure 4A,C).

For low oxygen survival assay, after 3 d of 2% oxygen and 3 d of recovery under aerobic condition, MC-Line3 and MC-Line5 showed significantly higher survival rate (63% and 60%, respectively) than that of the wildtype (38%) (Figure 4D,E). However, MA-Line1 and MA-Line7 displayed a significantly lower survival rate (24% and 13%, respectively) (Figure 4D,E). Together, these results clearly demonstrated that the constitutive overexpression of *MC-JcERFVII2* could enhance growth and survival under low oxygen in transgenic Arabidopsis, while that of *MA-JcERFVII2* resulted in growth reduction under aerobic conditions and poorly performed under low-oxygen stress.

### 2.5. Transcriptome Profiling of Transgenic Arabidopsis Overexpressing JcERFVII2

To analysis the impact of the N-terminal modification on the molecular function of the *JcERFVII2* gene, we profiled the transcriptome of transgenic Arabidopsis overexpressing *MA-* and *MC-JcERFVII2* (MA-Line1 and MC-Line3, respectively) using Col-0 as a control genotype. Two biological replicates of total RNAs from 7 d.o. seedlings grown in aerobic conditions were isolated and subjected to RNA-seq. 

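The deposited table gives the number of reads counted on each of 28775 genes in 6 libraries, 2 replicates each of MA-Line1, MC-Line3 and Col-0, as whole numbers without normalization. MA-Line1 carries the stabilized form of *JcERFVII2*, in which alanine replaces the cysteine that follows the first methionine, and MC-Line3 carries the wildtype form. Each form was profiled in 1 line, so the line and the form are not separated. The paper gives the age of the seedlings as 7 d and the sample labels give 10 d. The columns of the MC line are numbered as line 1 in the count table and as line 3 in the sample labels, and they were assigned by construct. *JcERFVII2* is not among the genes counted. Between 53084008 and 65271057 reads per library were counted on genes. The 10 most counted genes took between 7.85% and 10.2% of the counts of a library. The replicates differed by more than counting error, with a chi-square per gene of 28.5 in Col-0, 10.2 in MC-Line3 and 5.79 in MA-Line1. The SD of the log2 difference between replicates across genes was 0.40 in Col-0, 0.33 in MC-Line3 and 0.32 in MA-Line1. Counts were normalized with edgeR's trimmed mean of M values (TMM), whose factors lay between 0.920 and 1.06. The 21206 genes that passed edgeR's filter on low counts were tested.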

RNA-seq reads were mapped to the *A. thaliana* TAIR10 genome. The number of reads aligned back to each gene was obtained for differential gene expression analysis. Transcriptome analysis identified 344 and 282 differentially expressed genes (DEGs) with significant changes in gene expression as evaluated by false discovery rate (FDR) < 0.05 from *MA-* or *MC-JcERFVII2* overexpressing lines, respectively (Figure 5A; Supplementary Materials Table S1). 

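At an adjusted p below 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 7864 DEGs in MA-Line1 against Col-0, which are 37.1% of the genes tested. It called 6618 DEGs in MC-Line3, which are 31.2%. The median size of the log2 fold change was 0.54 among the DEGs of MA-Line1 and 0.50 among those of MC-Line3. A change of more than 2-fold was found for 1633 DEGs of MA-Line1 and 1052 DEGs of MC-Line3. Of the genes that Table S1 lists at an FDR below 0.05, all 344 of MA-Line1 and all 282 of MC-Line3 were among the DEGs called here. Across the 514 genes of Table S1, the log2 fold changes from the counts correlated with those of the table at r = 0.99999 in both lines. The smallest size of log2 fold change among those Table S1 genes was 0.98 in MA-Line1 and 1.04 in MC-Line3, and among the DEGs called here it was 0.19 in both lines. Of the alternatives chosen before the data were examined, scaling by library size alone moved the number of DEGs of MA-Line1 most, to 9463, and a fit of only the groups compared moved that of MC-Line3 most, to 5215. Of 15 settings added after seeing the values, those with gene-wise dispersions estimated without the genotypes moved it furthest, to 0 in both lines, where 2787 genes of MA-Line1 and 1932 of MC-Line3 had an unadjusted p below 0.05 with the same filter.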

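Of the DEGs called from the counts, 3807 (48.4%) were upregulated and 4057 (51.6%) were downregulated in MA-Line1. In MC-Line3, 3077 (46.5%) were upregulated and 3541 (53.5%) were downregulated. This split depends on the scaling of the libraries. Scaling by library size alone shifted the median log2 fold change of all tested genes to 0.18 in MA-Line1 and 0.14 in MC-Line3, and the upregulated share rose to 73.5% and 69.5%. Among the DEGs that changed more than 2-fold, 624 were upregulated and 1009 were downregulated in MA-Line1, while 283 were upregulated and 769 were downregulated in MC-Line3.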

Of 282 DEGs from the MC-Line3, 29 DEGs (10%) were upregulated, and 253 DEGs (90%) were downregulated (Supplementary Materials Table S1), while, of 344 DEGs in the MA-Line1, 122 DEGs (35%) were upregulated, and 222 DEGs (65%) were downregulated (Supplementary Materials Table S1). 

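Both lines shared 4403 DEGs, of which 1960 were upregulated in both, 2197 were downregulated in both and 246 changed in opposite directions. The other 3461 DEGs of MA-Line1 were not called in MC-Line3, and the other 2215 DEGs of MC-Line3 were not called in MA-Line1. The difference between the lines was tested directly. Of the DEGs called in MA-Line1 alone, 1741 also differed between MA-Line1 and MC-Line3, as did 888 of those called in MC-Line3 alone. Both comparisons use the same Col-0 libraries, which links their results. Across genes, which are not independent replicates, the log2 fold changes of the lines correlated with r = 0.59. Unchanged groups would give r = 0.594 from the sharing and the replicate SDs alone. With each line set against a different Col-0 library, r was 0.412 and 0.492 in the 2 assignments. In 20 simulations, neither line was changed and all groups had the same dispersion. At most 10 genes were then called in a line, at most 1 was shared, and r lay between 0.483 and 0.525.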

Venn’s diagram analysis revealed that 112 DEGs were commonly found in both *MA-* and *MC-JcERFVII2* transgenic lines, while 232 DEGs and 170 DEGs were exclusively found in *MA-* and *MC-JcERFVII2* transgenic lines, respectively (Figure 5A). It should be noted that the endogenous ERFVIIs were not differentially expressed in transgenic lines overexpressing both *MA-* and *MC-JcERFVII2* (Supplementary Materials Table S1). To confirm that, we obtained the CPM (count per million) expression values from our RNA-seq data. Mostly, the expression of the endogenous ERFVII genes in transgenic lines is similar to the Col-0 (Supplementary Materials Figure S2B).

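The 5 endogenous ERFVII genes were tested with all other genes. *HRE2* (*AT2G47520*, chromosome 2 of TAIR10.1, 19502776 to 19503702) had 0.744 ± 0.184 CPM (SD, n = 2) in Col-0, 1.38 ± 0.326 CPM (SD, n = 2) in MC-Line3 and 4.65 ± 0.353 CPM (SD, n = 2) in MA-Line1. Its log2 fold change was 2.65 in MA-Line1 (standard error 0.27, adjusted p = 3.49e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MC-Line3 it was 0.89 (standard error 0.28, adjusted p = 0.0336, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this call was lost without either MA-Line1 library, where the value stayed at 0.89, in a fit of only the groups compared (adjusted p = 0.104) and with the exact test (adjusted p = 0.0537). A copy of the *JcERFVII2* reading frame with 756 bases, where the paper's text gives 762, was compared with *HRE2*, and no 100-base window of it matched with fewer than 23 mismatches, or 21 differences with gaps allowed. *RAP2.3* (*AT3G16770*) had 1491 ± 346 CPM (SD, n = 2) in Col-0, 802 ± 18.3 CPM (SD, n = 2) in MC-Line3 and 957 ± 19.9 CPM (SD, n = 2) in MA-Line1. Its log2 fold change was -0.89 in MC-Line3 and -0.64 in MA-Line1, both called, and the latter was -0.37 without Col-0 replicate 2. *RAP2.2* (*AT3G14230*) rose by 0.24 on the log2 scale in MA-Line1 (adjusted p = 0.0192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called in MC-Line3. *HRE1* (*AT1G72360*), which overlaps *AT1G72370*, rose by 0.55 in MC-Line3 (adjusted p = 0.00684, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called in MA-Line1. *RAP2.12* (*AT1G53910*), of whose 50-base words 22.3% also lie elsewhere in the genome, was called in MC-Line3 at -0.25, and this call was lost at -0.12 with scaling by library size alone and at -0.25 without either MA-Line1 library. It was also lost at -0.26 in a fit of only the groups compared (adjusted p = 0.052) and with the exact test (adjusted p = 0.0521). Adjusted over the list alone, 3 of the 5 genes were called in MA-Line1 and 4 in MC-Line3, the same numbers as over all genes tested.

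**Figure D1:**
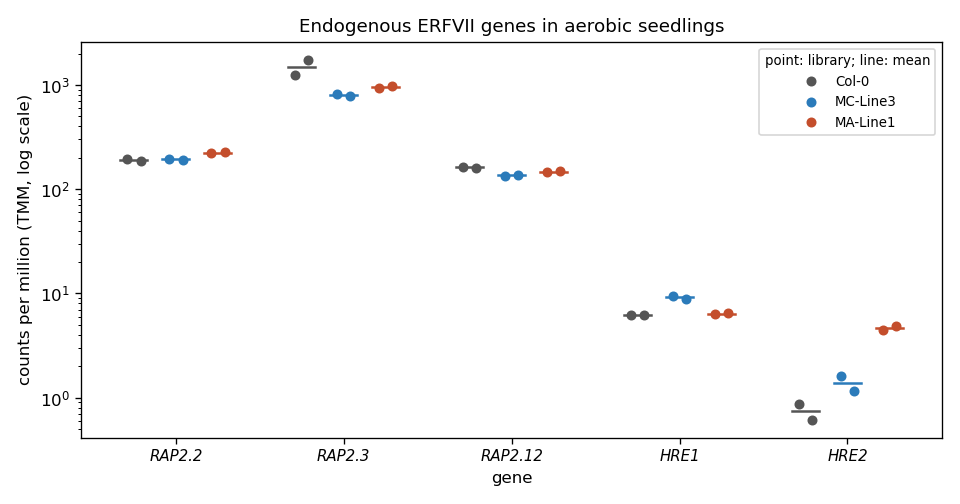
CPM of the 5 endogenous ERFVII genes in Col-0, MC-Line3 and MA-Line1. Each point is 1 library and each bar is the mean of 2, and the mean of *HRE2* is highest in MA-Line1, at 4.65 CPM.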

Gene ontology (GO) analysis was performed to obtain the overview of *JcERFVII2* regulated genes using an FDR cutoff of <1.00 × 10^−4^ (Figure 5B). The results demonstrated that *JcERFVII2* regulated genes function in cellular metabolic processes and several aspects of stress responses, as observed in the enriched GO terms derived from both *MA-* and *MC-JcERFVII2* DEGs (Figure 5B). 

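Genes of the GO terms of Table S2 were looked up in the fit of the counts. Only terms for which all gene identifiers could be read were used, since the entry for response to stress of the 170 DEGs, for example, counts 73 genes and gives 30 identifiers. Response to oxygen-containing compound in the 112 DEGs holds 21 genes, of which 20 were downregulated and 1 was upregulated in each line. Response to chitin in the 170 DEGs holds 27 genes. In MC-Line3, 26 of them were downregulated and 1 was upregulated, and in MA-Line1, 23 were downregulated and 26 of the 27 were higher than in MC-Line3. All 8 genes of cellular response to phosphate starvation in the 112 DEGs were downregulated in both lines. Response to oxidative stress in the 232 DEGs holds 22 genes, of which 13 were upregulated and 9 were downregulated in MA-Line1, against 6 and 9 in MC-Line3. These genes were picked by the study from these libraries, so their calls are not independent evidence.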

GO terms related to response to stress, stimulus, chemical, and oxygen-containing compounds were enriched in the 112, 170, and 232 DEGs previously described (Figure 5B). 

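The 8 core hypoxia-responsive genes *HB1*, *LBD41*, *AAD6*, *PCO1*, *PCO2*, *PDC1*, *AT2G17850* and *AT5G66985* were upregulated in both lines. Their log2 fold changes lay between 0.82 and 3.07 in MA-Line1, with a median of 2.07, and between 0.62 and 3.19 in MC-Line3, with a median of 1.81. In each line 8 of 8 were called, both over all genes tested and adjusted over the list alone, which is not independent evidence because the study picked the list on these libraries. Table S1 gives *HB1*, *PCO1* and *PCO2* an FDR below 0.05 in both lines. It gives one to *LBD41* in MA-Line1 alone, and to *AAD6*, *PDC1*, *AT2G17850* and *AT5G66985* in MC-Line3 alone. The list rose against all other genes in MA-Line1 (adjusted p = 1.49e-07, limma's camera) and in MC-Line3 (adjusted p = 1.33e-08, limma's camera). Of all 48 list tests, 30 had an adjusted p below 0.05 with camera's preset correlation of 0.01, 35 did with fry and 0 did with an estimated correlation, where 14 had an unadjusted p below 0.05. With the estimated correlation, which moved the list most, the adjusted p was 0.184 in MA-Line1 and 0.174 in MC-Line3, the upper ends of ranges over the alternatives that start at 4.45e-08 and 3.16e-09. *PCO1* (*AT5G15120*, chromosome 5, 4898641 to 4900734) had 5.46 ± 0.508 CPM (SD, n = 2) in Col-0, 18.3 ± 0.0808 CPM (SD, n = 2) in MC-Line3 and 45.9 ± 0.722 CPM (SD, n = 2) in MA-Line1. *AT2G17850* had 0.520 ± 0.156 CPM (SD, n = 2) in Col-0, 4.79 ± 0.731 CPM (SD, n = 2) in MC-Line3 and 1.23 ± 0.00566 CPM (SD, n = 2) in MA-Line1. Between the lines, 3 of the 8 genes were higher in MA-Line1, among them *LBD41* by 1.30 on the log2 scale. Lower in MA-Line1 were 4 genes, *AAD6*, *PDC1*, *AT2G17850* and *AT5G66985*, with log2 differences of -0.44, -0.75, -1.96 and -0.83.

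**Figure D2:**
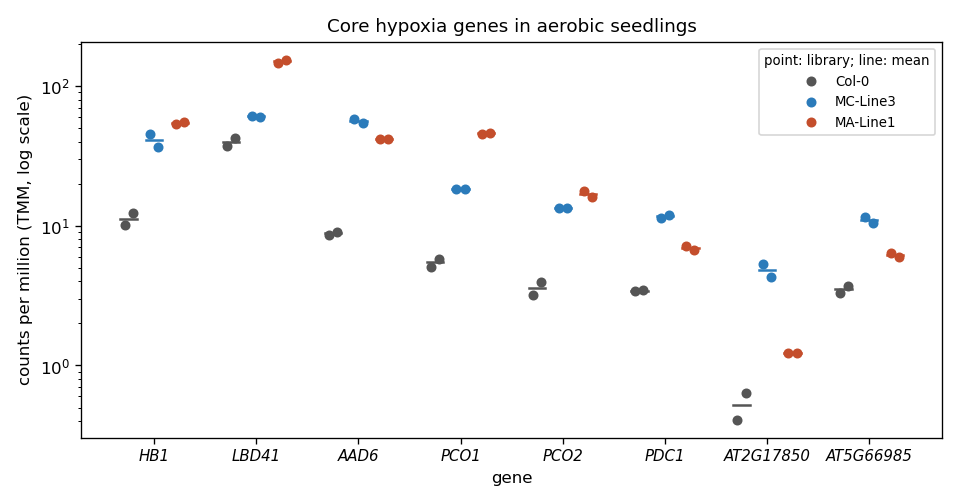
CPM of the 8 core hypoxia-responsive genes in Col-0, MC-Line3 and MA-Line1. Each point is 1 library and each bar is the mean of 2, and the means of all 8 genes are lowest in Col-0.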

Interestingly, 8 out of 49 core hypoxia-responsive genes (*At2g16060*: *hemoglobin 1* (*Hb1*), *At3g02550*: *LOB domain-containing protein 41* (*LBD41*)), *At1g43800*; *Acyl carrier protein* (*ACP*) *desaturase 6* (*AAD6*), *At5g15120*: *Plant cysteine oxidase 1* (*PCO1*), *At5g39890*: *PCO2*, *At4g33070*: *Pyruvate decarboxylase 1* (*PDC1*), *At2g17850*, and *At5g66985*), which are universally induced under low oxygen [31] can be found in the DEGs of *MA* and *MC-JcERFVII2* overexpressing lines (Supplementary Materials Table S1).

Since we observed more DEGs being upregulated in the *MA-JcERFVII2* overexpressing line than that of the *MC-JcERFVII2*, we carefully examined the expression of the 122 upregulated DEGs from the *MA-JcERFVII2* transgenic line (Figure 5C). Of the 122 upregulated *MA-JcERFVII2* DEGs, 22 of these were also upregulated in the *MC- JcERFVII2* overexpressing line (Supplementary Materials Table S1). The rest of them (100 genes) were not differentially expressed in the *MC-JcERFVII2* overexpressing line (Figure 5C; Supplementary Materials Table S1). 

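Table S1 lists 122 genes as upregulated in MA-Line1, and all of them were upregulated in the fit of the counts. In MC-Line3, 56 of the 122 were upregulated, 14 were downregulated and 52 were not called. The difference between the lines was called for 112 of them, all higher in MA-Line1, and their median difference was 1.62 on the log2 scale. The median log2 fold change of the 122 genes was 2.22 in MA-Line1 and 0.42 in MC-Line3. Table S1 gives 109 of these genes no FDR below 0.05 in MC-Line3. Of the 109, 45 were upregulated, 12 were downregulated and 52 were not called in MC-Line3, and 105 were higher in MA-Line1 than in MC-Line3. Table S1 lists 11 genes as upregulated in both lines, and these were upregulated in both here, with 5 of them higher in MA-Line1 than in MC-Line3. The study picked these genes on these libraries for their increase in MA-Line1, so the counts are not independent evidence.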

A possible explanation for these results is that the increase in *JcERFVII2* protein abundance could elevate the expression of these 100 genes. GO analysis of the upregulated DEGs from the *MA-JcERFVII2* transgenic line revealed their roles in response to multiple stresses, including hypoxia (FDR: 2.60 × 10^−7^), oxidative stress (FDR: 6.60 × 10^−7^), and other organisms (1.10 × 10^−6^) (Figure 5D; Supplementary Materials Table S2).

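The genes of these terms, from the part of Table S2 for the 100 genes, were followed in MC-Line3. This part includes *HB1*, *PCO1* and *PCO2*, which Table S1 gives an FDR below 0.05 in both lines. Its terms are therefore not limited to genes called in MA-Line1 alone. Response to hypoxia holds 7 genes, of which 7 were upregulated in MA-Line1 and 5 in MC-Line3, and 6 were higher in MA-Line1 than in MC-Line3. Response to oxidative stress holds 13 genes. All 13 were upregulated in MA-Line1 and higher there than in MC-Line3, where 6 were upregulated and 3 were downregulated. Response to other organism holds 20 genes. All 20 were upregulated in MA-Line1, 19 were higher there than in MC-Line3, and in MC-Line3 8 were upregulated and 3 were downregulated.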

Based on GO enrichment results, DEGs in some specific classes demonstrated co-expression patterns (Figure 6). Several *Plant defensin* (*PDF*) genes were upregulated in both *MA-* and *MC-JcERFVII2* lines (Figure 6A, Supplementary Materials Table S1). 

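The 4 *PDF* genes of Figure 6A had few counts in Col-0. *PDF1.2C* (*AT5G44430*, chromosome 5, 17908850 to 17909507) had 0.255 ± 0.0970 CPM (SD, n = 2) in Col-0, 2.84 ± 0.0358 CPM (SD, n = 2) in MC-Line3 and 9.14 ± 0.575 CPM (SD, n = 2) in MA-Line1. *PDF1.2* (*AT5G44420*) had log2 fold changes of 3.53 in MA-Line1 and 2.75 in MC-Line3, and it was higher in MA-Line1 by 0.78 (adjusted p = 0.0125, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PDF1.2b* (*AT2G26020*) and *PDF1.3* (*AT2G26010*), of whose 50-base words 5.48% and 5.36% also lie elsewhere in the genome, rose by 2.02 and 3.01 in MA-Line1 and by 2.60 and 2.87 in MC-Line3. Between the lines *PDF1.2b* was not called (log2 difference -0.59, adjusted p = 0.0897, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called lower in MA-Line1 with the likelihood ratio test (adjusted p = 0.0429), the exact test (adjusted p = 0.0125) and a fit of only the groups compared (adjusted p = 0.0299). The median of the list was 3.27 in MA-Line1 (adjusted p = 1.38e-04, limma's camera) and 2.81 in MC-Line3 (adjusted p = 8.15e-05, limma's camera). The list did not differ between the lines with limma's camera (adjusted p = 0.354), but it did with fry (adjusted p = 0.00602). The calls over all genes tested and those adjusted over the list alone were 4 of 4 in each line, which is not independent evidence. The annotation names 113 plant defensin or defensin-like genes, of which 19 were tested. Among these 19, 4 of which are the genes above, 4 were upregulated and 7 were downregulated in MA-Line1, and 7 were upregulated and 1 was downregulated in MC-Line3. The family's median was 0.21 in MC-Line3 and -0.21 without MC-Line3 replicate 1, and in MA-Line1 it was -0.68 and -1.43 without MA-Line1 replicate 2.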

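Of the 10 *GST* genes of Figure 6A, 9 were upregulated in MA-Line1 and *GSTU26* was downregulated, by 1.77 on the log2 scale. In MC-Line3, 2 were upregulated (*GSTU24* and *GSTU25*), 3 were downregulated (*GSTU3*, *GSTU11* and *GSTF2*) and 5 were not called. *GSTU3* (*AT2G29470*, chromosome 2, 12628422 to 12629640) had 1.77 ± 0.240 CPM (SD, n = 2) in Col-0, 0.270 ± 0.0424 CPM (SD, n = 2) in MC-Line3 and 21.0 ± 0.829 CPM (SD, n = 2) in MA-Line1. *GSTU11* (*AT1G69930*) had a log2 fold change of 2.07 in MA-Line1 and -1.22 in MC-Line3, or -0.74 without Col-0 replicate 2. *GST6* (*AT1G02930*) and *GST7* (*AT1G02920*), of whose 50-base words 10.3% and 10% also lie elsewhere in the genome, rose by 1.74 and 1.69 in MA-Line1 and were not called in MC-Line3. With scaling by library size alone, *GST6* and *GSTF12* were called there at 0.28 and 0.54 and *GSTF2* was not, at -0.10. *GSTF2* was also not called there without either MA-Line1 library, nor with the likelihood ratio test, the exact test, a fit of only the groups compared or the replicate block. *GSTU26* was called there at -0.33 without a filter (adjusted p = 0.05) and with the likelihood ratio test (adjusted p = 0.045), at -0.38 with GC and length offsets (adjusted p = 0.0309) and at -0.39 with the offsets and the replicate block (adjusted p = 0.0418). The median of the 10 genes was 1.86 in MA-Line1 (adjusted p = 1.23e-06, limma's camera). It was 0.08 in MC-Line3 and ranged from -0.07 without MC-Line3 replicate 1 to 0.21 without MC-Line3 replicate 2. The list differed between the lines (adjusted p = 9.31e-09, limma's camera), with 9 genes higher and 1 lower in MA-Line1. Adjusted over the list alone, 10 genes were called in MA-Line1 and 7 in MC-Line3, against 10 and 5 over all genes tested, which is not independent evidence. The peroxidase genes *AT4G08770*, *AT1G14540* and *AT1G14550* were upregulated in both lines, with a median of 2.98 in MA-Line1 (adjusted p = 2.14e-04, limma's camera) and 0.74 in MC-Line3 (adjusted p = 0.0078, limma's camera). Each of the 3 was higher in MA-Line1 than in MC-Line3, by 1.99 to 2.24 on the log2 scale. Of these genes, 3 of 3 were called in each line over all genes tested and adjusted over the list alone. The study picked them on these libraries, so these values are not independent evidence. Of *AT4G08770*, 6.07% of the 50-base words also lie elsewhere. Among 53 tested *GST* genes by annotation, which include the 10 of Figure 6A, 30 were upregulated and 8 were downregulated in MA-Line1, against 9 and 9 in MC-Line3. The peroxidase superfamily by annotation has 66 tested genes, the 3 above included. Of these, 22 were upregulated and 24 were downregulated in MA-Line1, against 6 and 10 in MC-Line3.

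**Figure D3:**
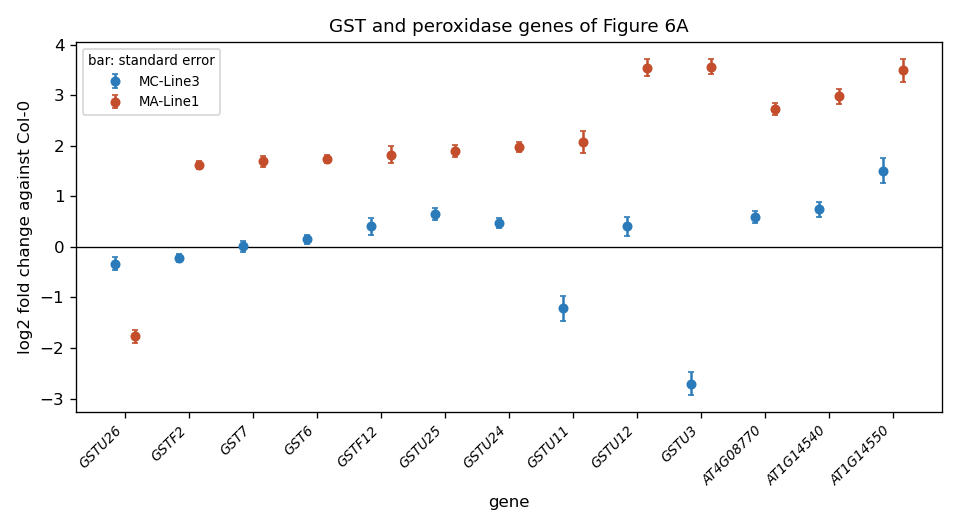
Log2 fold changes against Col-0 of the *GST* and peroxidase genes of Figure 6A in MA-Line1 and MC-Line3, with standard errors. *GSTU3* lies at 3.57 in MA-Line1 and at -2.70 in MC-Line3.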

*Glutathione transferase* and *peroxidase* genes were upregulated mainly in the *MA-JcERFVII2* line (Figure 6A, Supplementary Materials Table S1). In contrast, specific genes that function in ABA and JA responses were downregulated in both *MA-* and *MC-JcERFVII2* transgenic lines (Figure 6B; Supplementary Materials Table S1). These results altogether indicate that post-translational modification of JcERFVII2 protein under aerobic conditions can affect its regulative function.

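Figure 6B names 39 genes of ABA responses and 16 genes of JA responses, 4 of which are in both lists. Of the ABA genes, 29 were downregulated, 7 were upregulated and 3 were not called in MA-Line1, and 31 were downregulated, 1 was upregulated and 7 were not called in MC-Line3. Their median log2 fold change was -1.20 in MA-Line1 (adjusted p = 1.79e-07, limma's camera) and -1.43 in MC-Line3 (adjusted p = 8.08e-15, limma's camera). Of the JA genes, 13 were downregulated in MA-Line1 and 15 in MC-Line3, and the upregulated gene in each line was *PDF1.2*. Their median was -0.95 in MA-Line1 (adjusted p = 5.49e-05, limma's camera) and -1.98 in MC-Line3 (adjusted p = 1.29e-10, limma's camera). The decrease was smaller in MA-Line1, where 16 of 16 JA genes and 26 of 39 ABA genes were higher than in MC-Line3, while 9 ABA genes were lower. When adjusted over the list alone, 36 ABA genes were called in MA-Line1 and 33 in MC-Line3, against 36 and 32 over all genes tested. For the JA list both counts were 14 in MA-Line1 and 16 in MC-Line3. The study picked both lists on these libraries, so these counts are not independent evidence.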

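MA-Line1 and MC-Line3 were also compared directly, in the fit of all 6 libraries, which tests the effect of the form of *JcERFVII2* together with any other difference between the 2 lines. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4242 genes differed, of which 2402 were higher and 1840 were lower in MA-Line1. The difference was more than 2-fold for 702 of the higher and 468 of the lower genes. A fit of the 4 libraries of these lines alone gave 5963 genes that differed, 3205 higher and 2758 lower in MA-Line1, and an exact test on them gave 6518. Of the 37 genes that the paper names, 31 differed between the lines. From its results altogether, the paper proposes that post-translational modification of the protein under aerobic conditions can affect its regulatory function.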

### 2.6. Validation of JcERFVII2 Target Genes

For verification of the RNA-seq results, quantitative reverse-transcription polymerase chain reaction (RT-PCR) was used to quantify 6 representative transcripts. The selected mRNAs included three core hypoxia genes (*HB1*, *PDC1*, and *PCO2*), two plant defense responsive genes (*PDF1.2* and *PDF1.3*), and *Alternative oxidase 1D* (*AOX1D*). The analysis confirmed that levels of these mRNAs are more induced in the *MA-JcERFVII2* overexpressing line than those of the *MC-JcERFVII2* and Col-0 grown in aerobic conditions (Figure 7). Furthermore, low oxygen-induced the accumulation of these mRNAs in all genotypes; however, the mRNA accumulation in some of these genes is slightly higher in the *MA* or *MC-JcERFVII2* overexpressing lines (Supplementary Materials Table S2).

## 3. Discussion

This study focuses on elucidating the roles of *JcERFVIIs* towards waterlogging and low oxygen response. Phylogenetic and domain architecture analyses reveal that *JcERFVII1* and *JcERFVII2* are orthologs of constitutively expressed Arabidopsis *ERFVII* genes, *RAP2.2* and *RAP2.12* and *RAP2.3*, respectively (Figure 1). The last member of this *JcERFVII* family, *JcERFVII3*, is an ortholog of low-oxygen induced Arabidopsis *HRE2* (Figure 1). This study reveals that the expression of *JcERFVII1* is highly constitutive and remains unaffected following waterlogging, while *JcERFVII2* and *JcERFVII3* are upregulated by waterlogging (Figure 2 and Supplementary Materials Figure S1). Analysis of *RAP2.3* in flooding tolerant Brassica species, *Rorippa sylvestris* and *Rorippa amphibia,* demonstrated that under flooding, no induction of *RAP2.3* was observed [12]. Altogether, these data indicate that *JcERFVII2* from waterlogging sensitive Jatropha and *RAP2.3* from *Brassica* plants might undergo divergent evolution in gene expression.

In the dicot model Arabidopsis, all five ERFVIIs possess conserved motif function as N-degron that promotes the degradation of ERFVIIs via oxygen- and nitric oxide (NO) dependent N-end rule pathway of targeted proteolysis [8,10,13,14]. Overexpression of all five Arabidopsis *ERFVIIs* drastically improves low oxygen tolerance by promoting the expression of the genes involved in low oxygen adaptation [13,14,16,20]. Intriguingly, overexpression of stable version of *HRE1* and *HRE2* further improved low oxygen tolerance in Arabidopsis [14], while overexpression of stable version of *RAP2.12* resulted in a reduction of plant growth in air and also decreasing submergence tolerance in Arabidopsis [13,22]. In this study, we demonstrated that the JcERFVIIs 1–3 are targeted at the N-end rule pathway in vitro (Figure 3), leading to a question of whether modulation of the JcERFVII2 stability can further improve low oxygen tolerance. Transgenic Arabidopsis lines overexpressing *MC-JcERFVII2* are highly tolerant of both flooding and low oxygen stress, suggesting that *JcERFVII2* could function as a low-oxygen determinant (Figure 4). In contrast, transgenic Arabidopsis lines overexpressing *MA-JcERFVII2* are highly sensitive to low oxygen stresses (Figure 4). Moreover, overexpression of *MA-JcERFVII2* yields a decrease in rosette size and dry-weight when grown in air (Figure 4A,B), demonstrating that modulation of the JcERFVII2 stability interferes with growth and development.

In this study, transcriptome profiling reveals that modification of JcERFVII2 stability affects transcript accumulation of multiple genes controlling cellular metabolism and stress responses (Figure 5B). Previously, Bui et al. [32] demonstrated transcriptional activity of constitutively expressed *RAP2.2*, *RAP2.3* or, *RAP2.12* on a set of hypoxia-responsive promoters. Papdi et al. [20] showed that all three *RAP2* genes, when overexpressed, can transactivate *ADH* (*alcohol dehydrogenase*) promoter. In addition, Gasch et al. [33] demonstrated that overexpression of all three *RAP2* genes induced expression of *ADH* in transgenic Arabidopsis. Similarly, our study found that overexpression of *MA-* and *MC-JcERFVII2* upregulated the expression of 8 out of 49 core hypoxia-responsive genes (Supplementary Materials Table S1). Previous studies demonstrated that ectopic expression of *ERFVIIs* in transgenic plants increased tolerance to multiple abiotic stresses [8]. Some evidence suggested that RAP2.3 functions in pathogen response and ROS detoxification. Ogawa et al. [34] showed that tobacco BRIGHT YELLOW-2 cells overexpressing Arabidopsis *RAP2.3* were more tolerant of H_2_O_2_ and heat stress. Moreover, the expression of *PDF1.2* and *GST6* was enhanced in the transgenic Arabidopsis lines overexpressing *RAP2.3* [34]. Furthermore, overexpression of the *RAP2.3* ortholog, *CaPF1* (*Capsicum annuum pathogen and freezing tolerance-related protein 1*), in Virginia pine upregulated several antioxidant enzymes including ascorbate peroxidase, glutathione reductase and superoxide dismutase [35]. In this study, we found that overexpression of both *MA-* and *MC-JcERFVII2* induced the expression of several *PDF* genes (*PDFs 1.2*, *1.2b*, *1.2C*, and *1.3*; Figure 6A; Supplementary Materials Table S1). We also observed the upregulation of several *GST* and *peroxidase* genes in the transgenic line overexpressing *MA-JcERFVII2* (Figure 6A; Supplementary Materials Table S1). Altogether, these results demonstrate that *JcERFVII2* may involve in pathogen response and reducing ROS accumulation in plant cells.

Our study demonstrated that overexpression of *MA-JcERFVII2* interferes with growth and development (Figure 4). Paul et al. [22] compared transgenic Arabidopsis lines overexpressing wildtype and stabilized forms of *RAP2.12* under aerobic conditions and found that the stabilized *RAP2.12* affected central metabolic processes by increasing activities of fermentative enzymes and accumulation of fermentative products including ethanol, lactate, alanine and γ-amino butyrate (GABA), therefore resulted in decreased ATP and starch levels. In this study, GO enrichment analysis revealed that the alpha-amino acid metabolic process was enriched in the upregulated DEGs from *MA-ERFVII2* (Figure 5D). This GO category includes genes encoding for several enzymes responsible for glutamate and GABA synthesis (*AT2G02010*: *glutamate decarboxylase 4* (*GAD4*), *AT5G37600*: *glutamine synthase* (*GSR1*); *AT5G38200*: *Class I glutamine amidotransferase-like superfamily protein*, and *AT4G35630*: *phosphoserine aminotransferase*; Supplementary Materials Table S1), implying the possibility that the transgenic Arabidopsis lines overexpressing *MA-JcERFVII2* could face carbohydrate starvation that leads to reduced growth and development.

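The 4 genes *GAD4*, *GSR1*, *AT5G38200* and *AT4G35630* were upregulated in MA-Line1, with log2 fold changes between 1.19 and 2.22 and a median of 1.35 (adjusted p = 3.39e-04, limma's camera). *GAD4* (chromosome 2, 474108 to 476997) had 3.60 ± 1.01 CPM (SD, n = 2) in Col-0, 3.52 ± 0.204 CPM (SD, n = 2) in MC-Line3 and 16.8 ± 1.94 CPM (SD, n = 2) in MA-Line1, and it overlaps *AT2G04155*. *GSR1* had 167 ± 7.39 CPM (SD, n = 2) in Col-0, 176 ± 16.4 CPM (SD, n = 2) in MC-Line3 and 471 ± 10.8 CPM (SD, n = 2) in MA-Line1. In MC-Line3 only *AT4G35630* was called among the 4, at 0.38, or 0.20 without MC-Line3 replicate 1, and it overlaps *AT4G09225* and *AT4G35640*. The list's median there was 0.02, and it ranged from -0.14 without Col-0 replicate 1 to 0.20 without Col-0 replicate 2. Calls adjusted over the list alone numbered 4 in MA-Line1 and 2 in MC-Line3, against 4 and 1 over all genes tested, which is not independent evidence. All 4 were higher in MA-Line1 than in MC-Line3 (adjusted p = 3.47e-05 for the list, limma's camera). The 6 genes of the alpha-amino acid metabolic process in Table S2 were likewise upregulated in MA-Line1 and higher there than in MC-Line3, where 2 were upregulated.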

In Arabidopsis, transcriptional activation of RAP2.12 can be counterbalanced by a trihelix transcriptional factor, namely HYPOXIA RESPONSE ATTENUATOR1 (HRA1) [36]. Giuntoli et al. [36] demonstrated that the interaction between *RAP2.12* and *HRA1* could enable an adaptive response to low oxygen, required for stress survival. Interestingly, transgenic wheat constitutively expressed the stabilized *TaERFVII.1* showed no growth defect phenotype, which resulted from the upregulation of *TaSAB18.1*, an ortholog of *HRA1*, under aerobic condition [25]. 

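*HRA1* (*AT3G10040*) lies on chromosome 3 of TAIR10.1 from 3096345 to 3098417. It had 7.59 ± 0.0759 CPM (SD, n = 2) in Col-0, 12.4 ± 0.965 CPM (SD, n = 2) in MC-Line3 and 14.2 ± 0.851 CPM (SD, n = 2) in MA-Line1. Its log2 fold change was 0.90 in MA-Line1 (standard error 0.11, adjusted p = 1.40e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.71 in MC-Line3 (standard error 0.11, adjusted p = 9.09e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both libraries of each line exceeded both Col-0 libraries. The lines did not differ in *HRA1* (log2 difference 0.19, adjusted p = 0.278, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).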

In this study, we did not observe the upregulation of *HRA1* from the transgenic Arabidopsis overexpressing both *MA-* and *MC-JcERFVII2* grown under aerobic conditions (Supplementary Materials Table S1).

Leon et al. [37] recently showed that enhanced RAP2.3 expression reduced NO-triggered transcriptome adjustment, and thus it functions as a brake for NO-triggered responses that included the activation of JA and ABA signaling in Arabidopsis. In addition, Vincente et al. [38] found that *RAP2.3* enhanced abiotic stress responses by interacting with BRM, a chromatin-remodeling ATPase, that repressed ABA responses. Gibb et al. [39] demonstrated that *RAP2.3* regulated the expression of *ABSICISIC ACID INSENSITIVE5* (*ABI5*), a major negative regulator of germination in seed endosperm. 

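*HB1* (*AT2G16060*) lies on chromosome 2 from 6982531 to 6983777. It had 11.2 ± 1.61 CPM (SD, n = 2) in Col-0, 41.0 ± 6.06 CPM (SD, n = 2) in MC-Line3 and 54.4 ± 1.72 CPM (SD, n = 2) in MA-Line1. The log2 fold change was 2.27 in MA-Line1 (standard error 0.12, adjusted p = 5.85e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.86 in MC-Line3 (standard error 0.12, adjusted p = 1.92e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HB1* was higher in MA-Line1 than in MC-Line3 by 0.41 on the log2 scale (adjusted p = 0.0252, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or by 0.27 without MC-Line3 replicate 2.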

Interestingly, our study found that the NO-scavenger gene, *HB1*, was upregulated (Supplementary Materials Table S1). Additionally, genes involved in JA and ABA-activated signaling and responses were mostly down-regulated in transgenic Arabidopsis overexpressing *MA* and *MC-JcERFVII2* (Figure 6B), suggesting *JcERFVII2* could modulate NO accumulation and hormonal response.

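The 10 *JAZ* genes by annotation, 4 of which are among the JA genes of Figure 6B, gave a wider view of JA signaling. In MA-Line1, 9 of the 10 were downregulated and 1 was not called, and in MC-Line3, 6 were downregulated and 4 were not called. Their median log2 fold change was -0.69 in MA-Line1 (adjusted p = 5.97e-04, limma's camera), or -0.45 without Col-0 replicate 2. It was -1.10 in MC-Line3 (adjusted p = 1.38e-04, limma's camera). The list did not differ between the lines (median difference 0.26, adjusted p = 0.122, limma's camera). The same numbers of genes, 9 and 6, were called when adjusted over the list alone.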

In summary, our study demonstrated that JcERFVII2 is an N-end rule regulated waterlogging-responsive transcription factor that functions by modulating gene expression of cellular metabolic and multiple stress-responsive genes, including low-oxygen, oxidative, and pathogen response. Constitutive upregulation of fermentative and stress-responsive genes could compromise growth and development in the transgenic Arabidopsis overexpressing the stabilized *JcERFVII2*. This study highlights several possibilities for future investigation, including genetic manipulation of the *JcERFVII2* gene in Jatropha to determine whether it can improve waterlogging tolerance and elucidation of the *JcERFVII2* roles in controlling physiological responses to multiple abiotic stresses in Jatropha and other crop plants.

## 4. Materials and Methods

### 4.1. Multiple Sequence Alignment and Motif Identification

Full-length amino acid coding regions of ERFVIIs were downloaded from the Jatropha genome database (https://www.kazusa.or.jp/jatropha/) and the Arabidopsis information resource (http://www.arabidopsis.org/). Multiple sequence alignment was performed using CLUSTALW, and then a phylogenetic tree was built by the neighbor-joining method (Poisson correction, pairwise deletion of gaps) using the MEGA10 software [40]. Domain analysis was performed using MEME [41] following the models published for Arabidopsis [5].

### 4.2. Genetic Materials

*J. curcas* (cv. “Chai Nat”—a local Thai variety) and *A. thaliana* genotypes including the Col-0 accession and *35S:MC-JcERFVII2* and *35S:MA-JcERFVII2* (ectopic expression) transgenic lines were used in this study. The genome of Col-0 has already been sequenced.

### 4.3. Plant Growth and Stress Condition

*J. curcas* seedlings were grown and waterlogged, as described in Juntawong et al. [29].

For growth in soil, *A. thaliana* plants were grown in soil containing 50% (*v*/*v*) peat, 25% (*v*/*v*) perlite, and 25% (*v*/*v*) coconut fiber with regular irrigation in a growth room at 120 μmol photon m^−2^ s^−1^ 16 h light/8 h dark, at 23 °C. Submergence stress was performed using 10 leaf-stage plants grown in 5-cm^2^ pots by placing them in a plastic container completely filled with water for 3 d.

For growth in sterile culture, *A. thaliana* seeds were surface sterilized, stratified at 4 °C for 48 h and plated on 0.5× solid Murashige and Skoog (MS) medium (0.215% (*w*/*v*) MS salts containing 1% (*w*/*v*) agar, pH 5.7) in 20-mm^2^ dishes. Growth was in a vertical orientation in a growth room. Hypoxia stress was performed under dim light at the end of the 16-h light cycle in a sealed argon chamber. For hypoxia stress, 98% argon and 2% oxygen mixture was passed through water and into the chamber while ambient air was pushed out by positive pressure. Control was placed in an open chamber side by side.

### 4.4. Quantitative Reverse Transcription PCR

Total RNA samples were extracted using TRIzol reagents (Thermo Fisher Scientific, Waltham, MA, USA), subjected to DNase treatment, and RNA cleanup using an RNA-mini kit (Qiagen, Hilden, Germany). Three replicates of total RNA samples were used. One microgram of total RNAs was used to construct cDNA using MMuLv reverse transcriptase (Biotechrabbit, Berlin, Germany) in a final volume of 20 μL. The cDNA was diluted five times. Quantitative-realtime PCR (qPCR) reaction was performed according to Butsayawarapat et al. [42] using QPCR Green Master Mix (Biotechrabbit, Berlin, Germany) on a MasterCycler RealPlex4 (Eppendorf, Hamburg, Germany). For each sample, the PCR reaction was performed in triplicate. Each reaction contained 1 μL of diluted cDNA, 0.5 μM of each primer and 10 μL of QPCR Green Master Mix in a final volume of 20 μL. The PCR cycle was 95 °C for 2 min, followed by 45 cycles of 95 °C for 15 s and 60 °C for 30 s. Amplification specificity was validated by melt-curve analysis at the end of each PCR experiment. Relative gene expression was calculated using the 2^−∆∆CT^ method. Primers used to study Jatropha’s gene expression were previously reported by Juntawong et al. [29]. The genes and primers used in Arabidopsis are shown in Supplementary Materials Table S3.

### 4.5. Analysis of Protein Stability

To construct the plasmids used for in vitro protein stability assay, cDNAs were amplified from *J. curcas* total cDNA using gene-specific primers (Supplementary Materials Table S3). The PCR products were ligated into a modified version of the pTNT (Invitrogen, Carlsbad, CA, USA) expression vector (pTNT-3xHA) [14]. N-terminal mutations were incorporated by modifying the forward primer sequences accordingly (Supplementary Materials Table S3).

For in vitro protein expression, TNT T7 Coupled Reticulocyte Lysate System (Promega, Madison, WI, USA) and 2 µg plasmid template was used according to manufacturer’s guidelines. Where appropriate, 100 mM MG132 (Sigma, St. Louis, MO, USA) was added. Reactions were incubated at 30 °C. Samples were taken at indicated time points before mixing with protein loading dye to terminate the reaction. Equal amounts of each reaction were subjected to anti-HA immunoblot analysis. All blots were checked for equal loading by Coomassie Brilliant Blue staining.

For immunoblotting, proteins resolved by SDS-PAGE were transferred to PVDF using a MiniTrans-Blot electrophoretic transfer cell (Bio-Rad, Hercules, CA, USA). Membranes were probed with HA-probe (Y-11) HRP (Santa Cruz, CA, USA) at a titer of 1:1000. Immunoblots were detected using TMB (Tetramethyl Benzidine; Thermo Fisher Scientific, Waltham, MA, USA) solution (Invitrogen, Carlsbad, CA, USA).

### 4.6. Generation of Transgenic Lines

To construct Ti binary plasmids for plant transformation, *JcERFVII2* open reading frame was amplified by RT-PCR from RNA extracted from roots of *J. curcas* using gene-specific primers (Supplementary Materials Table S3). The PCR product was inserted into the pCXSN binary plasmid [43], transformed into *E. coli* DH5α, and selected with 50 μg mL^−1^ kanamycin. N-terminal mutations were incorporated by changing the forward primer sequences accordingly (Supplementary Materials Table S3). The pCXSN, a plant overexpression vector, provides a CaMV 35S promoter and nopaline synthase terminator sequence in a Ti binary plasmid with a hygromycin-resistant gene. After sequence confirmation, the plasmid was electroporated into *Agrobacterium tumefaciens* GV3101 and colonies selected with 50 μg mL^−1^ kanamycin. Col-0 transformation was performed according to Clough and Bent [44]). T1 seeds were collected, seedlings resistant to 35 μg mL^−1^ hygromycin were propagated, and homozygous single insertion events were established.

### 4.7. RNA-Seq, Differential Gene Expression Analysis, and Gene Ontology Enrichment

Total RNA samples were extracted using TRIzol reagents (Thermo Fisher Scientific, Waltham, MA, USA), subjected to DNase treatment, and RNA cleanup using an RNA-mini kit (Qiagen, Hilden, Germany). Two replicates of total RNA samples were used for transcriptome analysis according to the ENCODE recommended RNA-seq standards (https://genome.ucsc.edu/ENCODE/protocols/dataStandards/ENCODE_RNAseq_Standards_V1.0.pdf). The integrity of the RNA samples (RIN) was evaluated on an RNA 6000 Nano LapChiprun on Agilent2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Samples with a RIN > 7 were used in RNA-seq library preparation.

For each sample, 3 μg of total RNAs were used to generate a sequencing library using an Illumina^®^ TruSeq^TM^ RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA). Paired-end, 100 bp RNA-seq was performed on a NovaSeq6000 platform. FASTQ files were generated with the base caller provided by the instrument. Quality control filtering and 3′ end trimming were analyzed using the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html) and Trimmomatic software [45], respectively. The raw read files were deposited in the NCBI GEO database under the accession numbers GSE154601.

Differential gene expression analysis was performed according to Juntawong et al. [29]. The FASTQ files were aligned to the reference transcriptome using TopHat2 software (v2.0.13) [46]. A binary format of sequence alignment files (BAM) was generated and used to create read count tables by the HTseq python library (citation). Differentially-expressed genes were calculated using the edgeR program [47] with an FDR cutoff of <0.05.

Gene ontology (GO) enrichment was analyzed using AgriGO V2.0 [48]. For visualization, REViGO was applied to summarize and removing redundant GO terms [49].

## Figures and Tables

**Figure 1:**
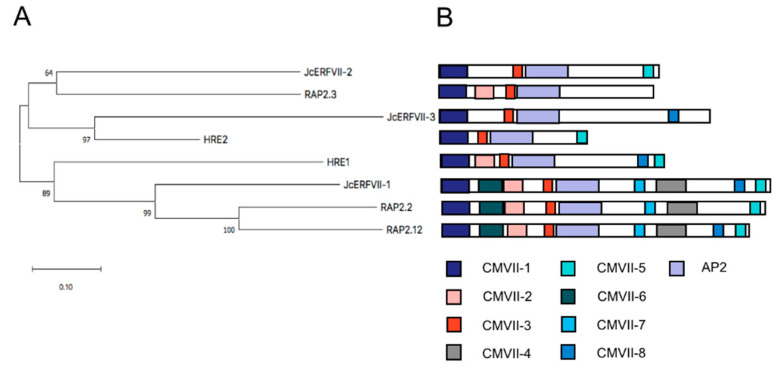
Phylogenetic and domain architecture analysis of Jatropha ERFVIIs. (**A**) The phylogenetic tree based on the amino acid sequence of Arabidopsis and Jatropha ERFVIIs. The numbers are bootstrap values after 1000 replicates. Scale bar represents genetic distance. (**B**) Diagram representing domain architecture of Jatropha ERFVIIs following previously published motifs [5].

**Figure 2:**
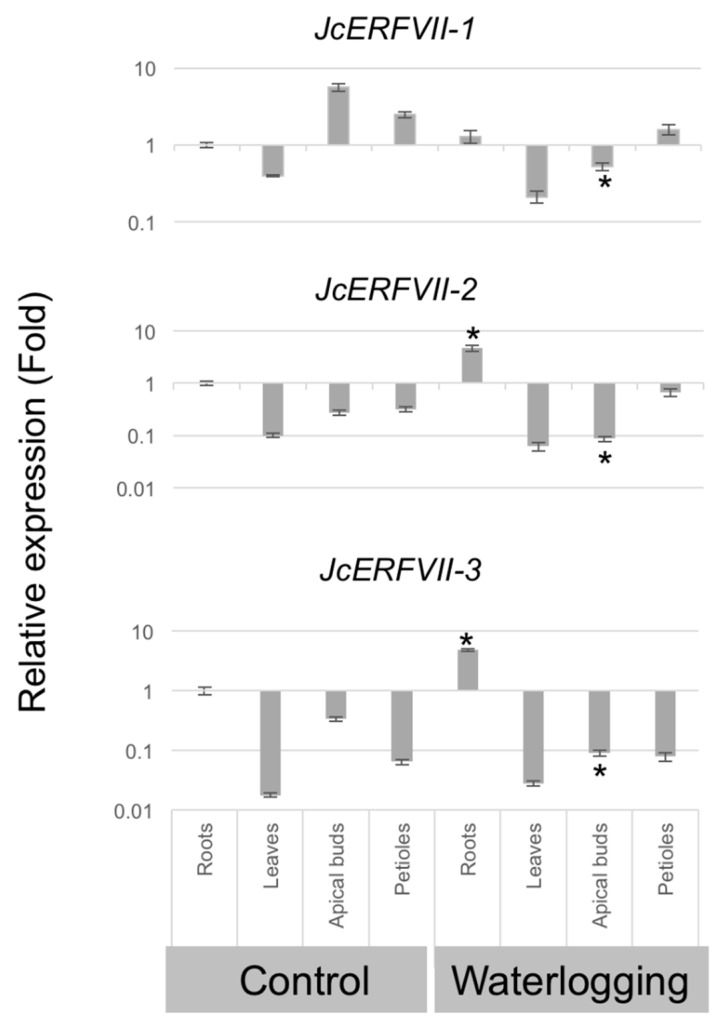
Quantitative analysis of *JcERFVII* expression. Relative expression values of *JcERFVIIs 1–3* from roots, leaves, apical buds, and petioles of Jatropha seedlings under control and 1 d waterlogging. Relative expression was normalized to the abundance of *UBQ10*. Data represent mean ± SE (*n* = 3). Asterisks indicate *p* < 0.05 (*t*-test).

**Figure 3:**
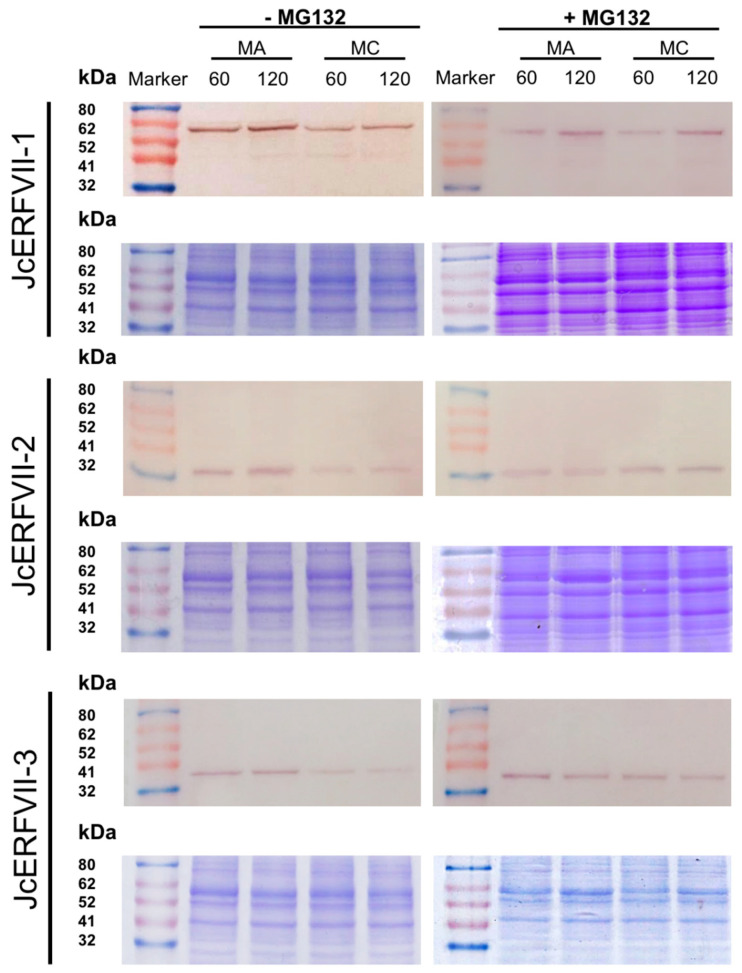
Jatropha ERFVIIs are substrates for the N-end rule pathway in vitro. Western blot analysis of in vitro stability of HA-tagged wildtype (MC) and stable mutation (MA) of JcERFVIIs 1–3 in the absence or presence of proteasome inhibitor (MG132). 60 and 120 indicate incubation time in minutes. Coomassie staining of a similar SDS-PAGE used for western blotting was used as a loading control.

**Figure 4:**
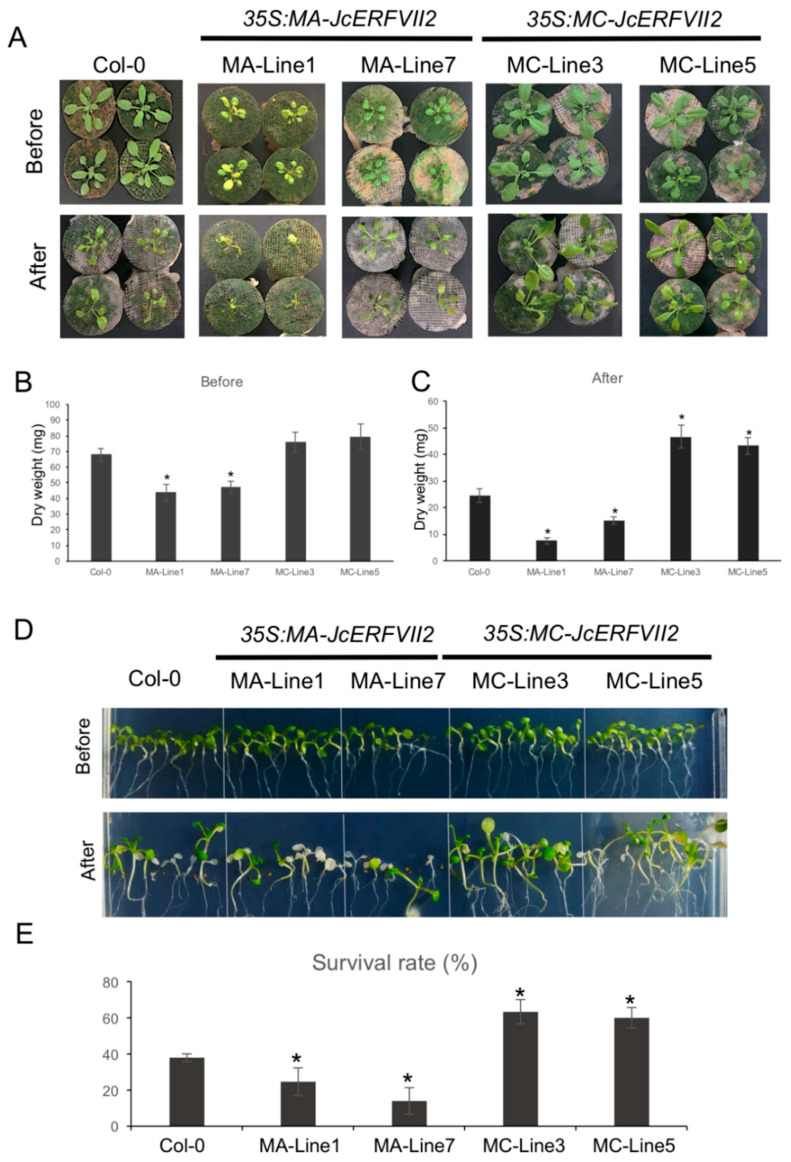
Overexpression of wildtype *JcERFVII2* confer low-oxygen tolerance. (**A**) Phenotype of wildtype Arabidopsis (Col-0) Arabidopsis transgenic lines overexpressing wildtype (MC) and stable (MA) *JcERFVII2* subjected to 3 d submergence stress. (**B**) Dry weight of 3-week-old rosette leaves before submergence (*n* = 10). (**C**) Dry weight of rosette leaves after 3 d submergence (*n* = 10). (**D**) Phenotypes of the Arabidopsis transgenic seedlings overexpressing *MA-* and *MC-JcERFVII2* after 3 d hypoxia and 3 d recovery. (**E**) Percentage of seedling survival for wildtype Arabidopsis (Col-0) and the Arabidopsis lines overexpressing *MA* and *MC-JcERFVII2*. Data are means of triplicate experiments. Each experiment contains 6–10 plants/genotype. Error bars represent SD. Asterisks indicate *p* < 0.05 (*t*-test).

**Figure 5:**
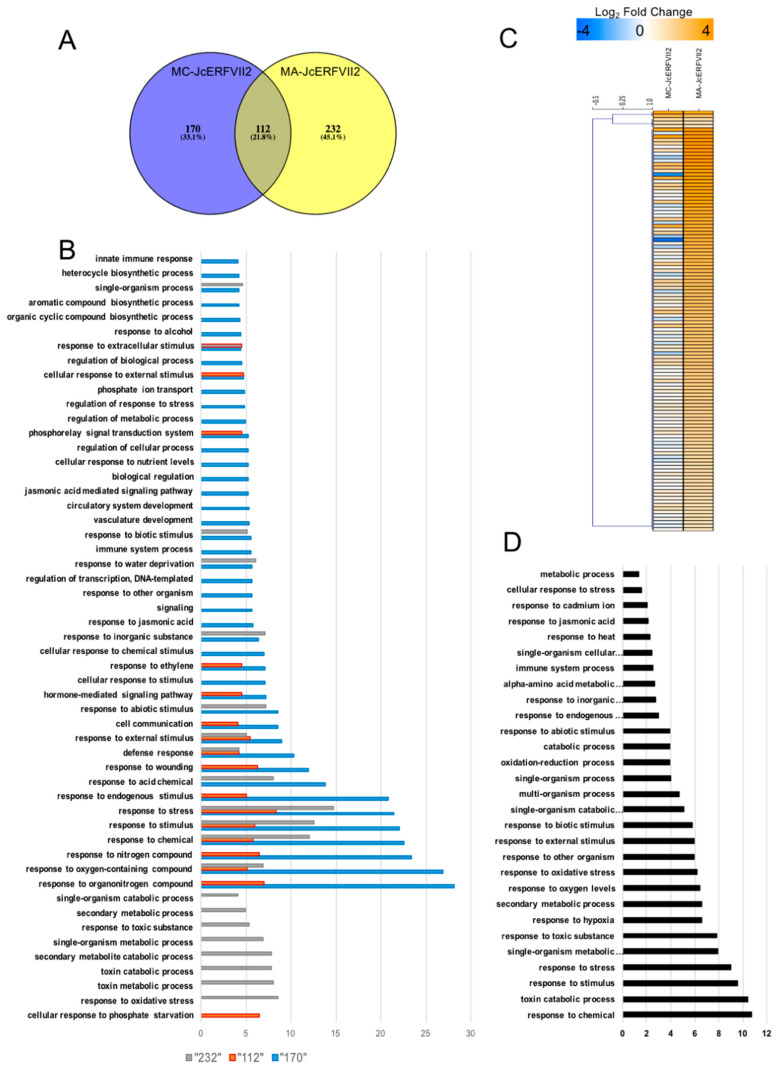
Overexpression of *JcERFVII2* upregulates multiple stress-responsive genes in Arabidopsis. (**A**) Venn diagram of differentially expressed genes (DEGs) from the Arabidopsis lines overexpressing *MA-* and *MC-JcERFVII2*. (**B**) Enrichment of GO terms from DEGs of the Arabidopsis lines overexpressing *MA-* and *MC-JcERFVII2*. Bar chart represents –log10 adjusted *p*-values of enrichments GO terms. (**C**) Heat map represents the expression pattern of the upregulated DEGs derived from the Arabidopsis lines overexpressing *MA-* and *MC-JcERFVII2*. (**D**) Selected enrichment GO terms of the upregulated DEGs found in (**C**). Black bar represents –log10 adjusted *p*-values of enrichments GO terms. Data used to generate this figure can be found in Supplementary Materials Tables S1 and S2.

**Figure 6:**
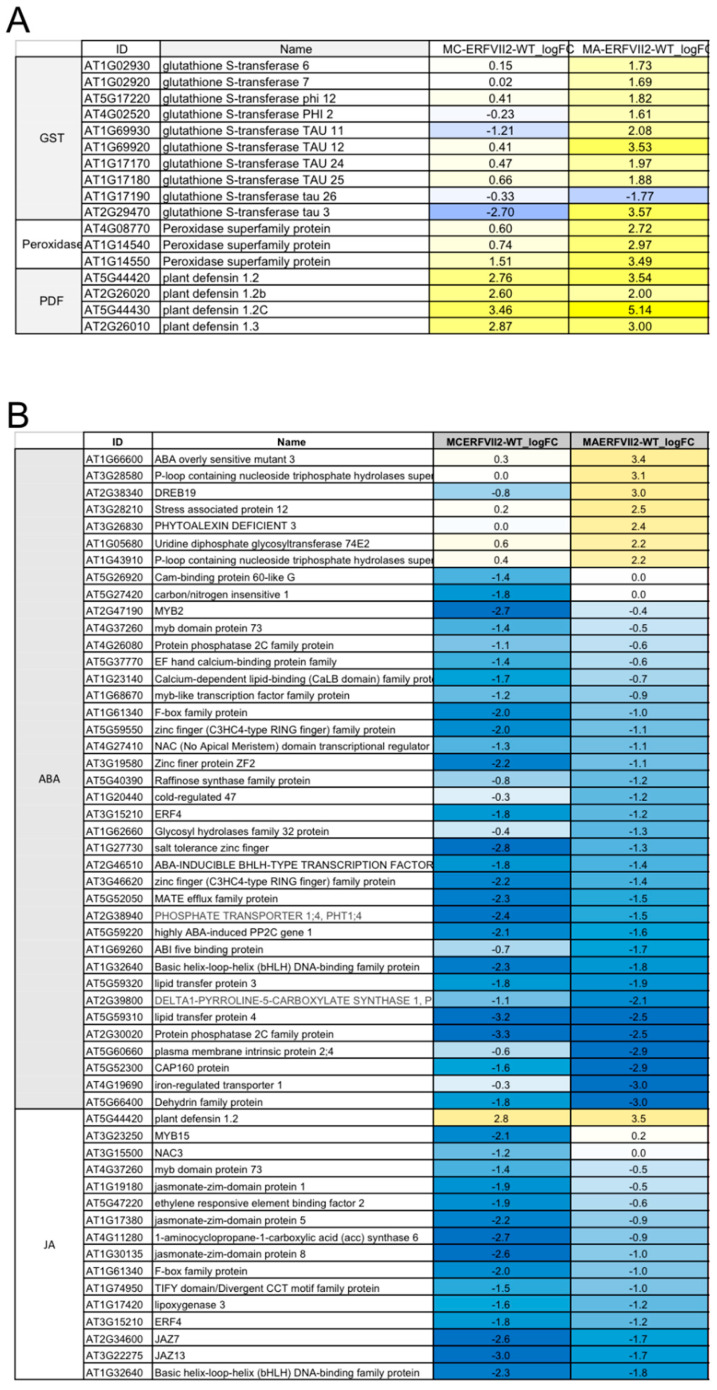
Gene expression pattern of DEGs related to (**A**) ROS scavenging and pathogen responses and (**B**) ABA and JA responses. Blue and yellow colors indicate upregulation and down regulation, respectively. Data used to generate this figure can be found in Supplementary Materials Table S1.

**Figure 7:**
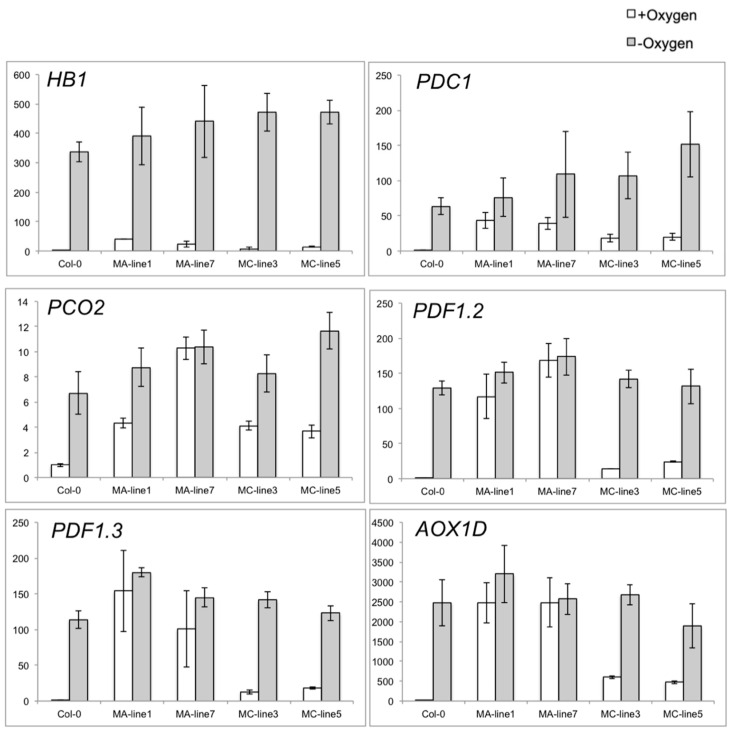
Quantitative real-time PCR validation of transcriptome data for selected genes. Relative expression was normalized to the abundance of *UBQ10*. Data represent mean ± SE (*n* = 3).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/9/1068/s1, Data S1: Nucleotide and amino acid sequences of JcERFVIIs, Figure S1: Gene expression level of *JcERFVIIs 1*, *2*, and *3* retrieved from the JCDB database, Figure S2: Expression analysis of *JcERFVII-2* and five members of the Arabidopsis *ERFVIIs* in transgenic lines. (A) semi quantitative RT-PCR analysis of *JcERFVII-2* in the transgenic Arabidopsis plants overexpressing *MA*- or *MC-JcERFVII-2.* Actin was used as a control. (B) Means of Count Per Million (CPM) gene expression values of the Arabidopsis *ERFVII* genes obtained from RNA-seq experiment, Table S1: Differentially expressed genes, Table S2: Gene ontology enrichment results. Table S3: Primers used in this study.

# Supplementary material for: Overexpression of Jatropha curcas ERFVII2 Transcription Factor Confers Low Oxygen Tolerance in Transgenic Arabidopsis by Modulating Expression of Metabolic Enzymes and Multiple Stress-Responsive Genes
**Source:** Plants (Basel). 2020 Aug 20;9(9):1068. doi: 10.3390/plants9091068
**Supplement:** Supplementary file 1

>JcERFVII1

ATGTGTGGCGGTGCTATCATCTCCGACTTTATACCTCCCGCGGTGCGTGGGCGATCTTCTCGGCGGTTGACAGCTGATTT  
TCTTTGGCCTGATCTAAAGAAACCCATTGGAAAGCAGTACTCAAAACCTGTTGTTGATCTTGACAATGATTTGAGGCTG  
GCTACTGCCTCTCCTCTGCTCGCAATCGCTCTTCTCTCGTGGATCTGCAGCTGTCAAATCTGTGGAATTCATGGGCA  
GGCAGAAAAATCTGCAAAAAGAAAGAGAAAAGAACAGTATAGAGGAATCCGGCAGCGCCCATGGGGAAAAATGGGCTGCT  
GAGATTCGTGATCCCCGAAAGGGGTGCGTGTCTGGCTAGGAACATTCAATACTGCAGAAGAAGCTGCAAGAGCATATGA  
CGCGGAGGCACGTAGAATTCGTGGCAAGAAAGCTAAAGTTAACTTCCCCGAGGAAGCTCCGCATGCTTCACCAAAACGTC  
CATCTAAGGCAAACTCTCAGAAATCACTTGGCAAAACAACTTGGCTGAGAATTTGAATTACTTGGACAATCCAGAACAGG  
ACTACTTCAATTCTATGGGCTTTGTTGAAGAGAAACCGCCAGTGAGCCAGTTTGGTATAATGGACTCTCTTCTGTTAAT  
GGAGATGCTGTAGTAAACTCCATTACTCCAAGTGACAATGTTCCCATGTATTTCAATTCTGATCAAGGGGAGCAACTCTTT  
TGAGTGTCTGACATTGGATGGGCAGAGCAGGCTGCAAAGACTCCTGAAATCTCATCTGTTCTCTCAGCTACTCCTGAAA  
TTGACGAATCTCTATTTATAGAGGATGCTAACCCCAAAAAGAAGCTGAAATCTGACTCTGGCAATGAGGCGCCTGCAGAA  
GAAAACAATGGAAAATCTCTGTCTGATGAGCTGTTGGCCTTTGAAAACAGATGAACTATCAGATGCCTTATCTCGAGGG  
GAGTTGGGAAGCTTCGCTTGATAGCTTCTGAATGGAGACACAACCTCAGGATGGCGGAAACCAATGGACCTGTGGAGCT  
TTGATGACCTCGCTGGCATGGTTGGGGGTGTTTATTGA

>JcERFVII2

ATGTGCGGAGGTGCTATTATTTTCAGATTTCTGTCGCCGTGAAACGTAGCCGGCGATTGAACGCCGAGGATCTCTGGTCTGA  
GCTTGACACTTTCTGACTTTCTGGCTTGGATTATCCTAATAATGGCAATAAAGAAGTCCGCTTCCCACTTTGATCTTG  
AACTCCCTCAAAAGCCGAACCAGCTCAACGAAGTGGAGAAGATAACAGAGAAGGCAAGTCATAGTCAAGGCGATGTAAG  
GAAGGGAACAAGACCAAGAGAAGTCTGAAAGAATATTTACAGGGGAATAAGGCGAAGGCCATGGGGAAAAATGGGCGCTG  
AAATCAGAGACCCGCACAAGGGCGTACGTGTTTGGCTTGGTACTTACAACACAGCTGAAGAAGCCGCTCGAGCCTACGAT  
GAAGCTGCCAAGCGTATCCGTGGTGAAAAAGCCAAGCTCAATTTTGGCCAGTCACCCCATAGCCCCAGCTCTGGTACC  
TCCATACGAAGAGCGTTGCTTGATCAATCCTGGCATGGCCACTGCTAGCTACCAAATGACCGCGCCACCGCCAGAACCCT  
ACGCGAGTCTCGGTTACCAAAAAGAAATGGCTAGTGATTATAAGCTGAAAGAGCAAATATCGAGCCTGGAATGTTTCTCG  
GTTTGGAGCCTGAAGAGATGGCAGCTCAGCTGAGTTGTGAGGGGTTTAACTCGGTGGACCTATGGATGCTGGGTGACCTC  
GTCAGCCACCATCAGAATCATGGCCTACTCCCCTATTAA

>JcERFVII3

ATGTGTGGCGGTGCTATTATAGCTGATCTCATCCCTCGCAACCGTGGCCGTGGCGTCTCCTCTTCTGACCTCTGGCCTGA  
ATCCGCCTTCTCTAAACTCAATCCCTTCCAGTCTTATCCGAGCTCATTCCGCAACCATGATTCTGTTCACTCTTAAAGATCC  
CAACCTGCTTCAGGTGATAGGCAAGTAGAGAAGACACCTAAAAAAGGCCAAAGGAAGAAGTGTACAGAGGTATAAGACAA  
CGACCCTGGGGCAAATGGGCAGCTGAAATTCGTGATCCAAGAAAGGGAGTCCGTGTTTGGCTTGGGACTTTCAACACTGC  
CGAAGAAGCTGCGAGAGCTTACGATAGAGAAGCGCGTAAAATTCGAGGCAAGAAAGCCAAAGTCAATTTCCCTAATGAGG  
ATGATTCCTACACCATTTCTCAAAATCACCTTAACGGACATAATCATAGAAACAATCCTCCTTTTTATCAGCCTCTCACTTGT  
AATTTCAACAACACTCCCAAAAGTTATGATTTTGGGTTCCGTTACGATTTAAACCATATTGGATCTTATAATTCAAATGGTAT  
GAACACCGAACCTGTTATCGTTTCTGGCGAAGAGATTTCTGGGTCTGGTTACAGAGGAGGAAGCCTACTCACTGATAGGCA  
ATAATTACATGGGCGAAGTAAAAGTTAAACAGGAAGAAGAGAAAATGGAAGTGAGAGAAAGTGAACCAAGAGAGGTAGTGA  
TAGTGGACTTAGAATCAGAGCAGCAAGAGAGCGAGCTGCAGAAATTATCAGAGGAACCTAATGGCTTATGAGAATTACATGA  
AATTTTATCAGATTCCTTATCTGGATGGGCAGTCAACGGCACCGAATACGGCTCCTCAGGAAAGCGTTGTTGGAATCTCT  
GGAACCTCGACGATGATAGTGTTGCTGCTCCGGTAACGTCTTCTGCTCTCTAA

>JcERFVII1

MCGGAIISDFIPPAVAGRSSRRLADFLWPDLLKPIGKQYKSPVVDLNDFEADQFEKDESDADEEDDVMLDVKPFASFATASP  
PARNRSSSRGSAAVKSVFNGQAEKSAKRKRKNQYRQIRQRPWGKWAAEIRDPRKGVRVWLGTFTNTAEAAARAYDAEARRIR  
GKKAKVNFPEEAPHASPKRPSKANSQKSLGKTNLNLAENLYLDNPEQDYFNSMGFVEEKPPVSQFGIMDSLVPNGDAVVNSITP  
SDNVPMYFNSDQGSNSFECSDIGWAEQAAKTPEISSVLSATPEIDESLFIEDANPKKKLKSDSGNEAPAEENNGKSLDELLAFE  
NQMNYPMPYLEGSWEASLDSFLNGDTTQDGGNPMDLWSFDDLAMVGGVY

>JcERFVII2

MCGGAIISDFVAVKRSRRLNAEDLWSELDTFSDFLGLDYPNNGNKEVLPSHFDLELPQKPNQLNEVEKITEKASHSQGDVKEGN  
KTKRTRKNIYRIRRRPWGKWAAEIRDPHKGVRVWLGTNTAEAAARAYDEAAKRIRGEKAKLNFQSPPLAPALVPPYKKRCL  
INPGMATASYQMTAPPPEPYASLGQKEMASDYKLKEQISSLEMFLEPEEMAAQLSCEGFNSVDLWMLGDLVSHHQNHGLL  
PY

>JcERFVII3

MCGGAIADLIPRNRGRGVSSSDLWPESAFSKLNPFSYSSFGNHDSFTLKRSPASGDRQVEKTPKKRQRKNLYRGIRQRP  
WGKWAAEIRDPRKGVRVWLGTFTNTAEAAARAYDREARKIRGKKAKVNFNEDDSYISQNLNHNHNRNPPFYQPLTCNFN  
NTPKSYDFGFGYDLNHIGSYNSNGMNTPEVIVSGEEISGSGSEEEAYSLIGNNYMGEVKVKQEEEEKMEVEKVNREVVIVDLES  
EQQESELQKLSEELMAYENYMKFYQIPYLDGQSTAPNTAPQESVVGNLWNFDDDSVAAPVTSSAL

How the deposited data were processed for this re-analysis (not part of the article)

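RNA of seedlings of MA-Line1, MC-Line3 and Col-0 grown in aerobic conditions with 16 h of light was sequenced in 2 replicate libraries per genotype. According to the paper, paired-end reads were quality-filtered with the FASTX toolkit, trimmed with Trimmomatic, aligned with TopHat2 and counted with HTSeq, and DEGs were called with edgeR at an FDR below 0.05. The results of the paper name the TAIR10 genome as the target of the alignment and its methods name a reference transcriptome. The paper's text does not name the test, the filter on low counts, the normalization or the strand setting and mode of the counting. The deposited values are whole-number counts per gene, and no column of per-sample values was left unmapped. Of 28775 genes listed, 4158 had no count in any library.

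The 6 libraries were assigned to groups by genotype and replicate number. The total counts were 58445620 and 65271057 in Col-0, 53084008 and 55374630 in MC-Line3, and 63891492 and 55279731 in MA-Line1. At these depths a count of 3 was taken as the floor, and a fold change against a group at or below it is given as a lower bound. Floors cover counting error only. Gene names and positions came from the TAIR10.1 annotation, which held 28009 (97.3%) of the genes.

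Differential expression was computed in R 4.3.3 with edgeR 4.0.16 in 1 fit of all 6 libraries with a mean per group, after TMM normalization and edgeR's expression filter with default settings. MA-Line1 and MC-Line3 were each compared with Col-0 and with each other by the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. CPM values use the TMM-normalized library sizes. The procedure was tested on simulated data with 200 changed genes in 1 of 2 lines: 199 (99.5%) were called, with 10 unchanged genes among 21076 tested, and 0 genes were called in the unchanged line. The simulation gave all genes and groups the same dispersion, and its changed genes were well counted and changed at least 2-fold. It therefore does not show how smaller changes are called, or how calls fare with the unequal replicate spread of these libraries.

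Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry and an estimated correlation beside it. The Benjamini-Hochberg adjustment covered 48 tests, 16 lists in 3 comparisons. The study's own lists were the core hypoxia-responsive genes, the *PDF*, *GST* and peroxidase genes of Figure 6A, the ABA and JA genes of Figure 6B, and the glutamate and GABA genes. The other lists were the endogenous ERFVII genes, clock genes, touch genes, phosphate starvation genes, and the *GST*, peroxidase, plant defensin, *JAZ* and heat shock families by annotation. GO enrichment was not repeated. Genes of GO terms in Table S2 were looked up only where every identifier of the term could be read.

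Named genes were chosen by a rule: every gene the paper names from these data, and in each line the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose line libraries lay on the same side of both Col-0 libraries. Members of clusters of neighbouring DEGs were also to be named, but with 1191 clusters of 3 or more DEGs in MA-Line1 and 911 in MC-Line3 they are given as counts. Neighbouring DEGs were counted up to 5 tested genes apart and compared with 10000 permutations, over the genome and within each chromosome. Words of 50 bases of each named gene were searched in the rest of the genome, and the *JcERFVII2* reading frame was compared with each ERFVII gene in windows of 100 bases, with and without gaps, on a copy with 756 of the 762 bases that the paper's text gives.

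Alternatives chosen in advance were size factors of DESeq2, library size alone, no filter beyond a count above 0, at least 10 counts in every library, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, a fit of only the groups compared, a term for the replicate number, offsets for GC content and length, the latter together, and leaving out each library in turn. The 15 settings added after seeing the values change the test, the dispersion or the filter. Groups of 2 libraries allow no outlier test and no count of other splits of the samples. The quantitative RT-PCR, the physiological assays and the *Jatropha* data were not analysed here.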

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

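The tests of normalization, of single libraries, of GC content and length and of the nutrient state of Col-0 were chosen only after the results they address had been seen, and the test of shared sequence was chosen before. The result of each test applies to these libraries, in which each form of *JcERFVII2* is represented by 1 line.

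Of 16 gene lists, 10 differed between MA-Line1 and MC-Line3 in a test of the difference itself (adjusted p below 0.05, limma's camera). The study picked 5 of the 10 on these libraries, the *GST*, peroxidase, ABA, JA and glutamate and GABA genes, so these are not independent evidence of a difference, and the *GST* family includes the 10 picked *GST* genes. The median log2 difference was 1.63 for the *GST* genes and 2.13 for the peroxidase genes of Figure 6A. For the ABA genes it was 0.780, for the JA genes 1.085 and for the glutamate and GABA genes 1.42. It was 1.32 for the touch genes, 1.14 for the phosphate starvation genes, 0.44 for the *GST* family, 0.36 for the heat shock family and -0.57 for the plant defensin family, whose value was -0.31 without MC-Line3 replicate 1 and -0.18 without Col-0 replicate 1. Without a filter on low counts the plant defensin family no longer passed the threshold, with a difference of -0.147 (adjusted p = 0.0842, limma's camera). With offsets for GC content and length, 10 of the 10 lists kept their direction and an adjusted p below 0.05, which argues against a trend with GC content or length as the cause. Scaling by library size alone was not taken as a test of these differences, since it moves all genes of a library alike and camera compares a list with the other genes. It is not without effect on camera. In MA-Line1 the adjusted p of the clock genes went from 0.122 to 0.0448 and that of the plant defensin family from 0.412 to 0.0471 (limma's camera). In the 6 fits that each left out 1 library, 10 of the 10 kept the direction of their median, which argues against any 1 library as the cause. With an estimated correlation between genes, no list passed the threshold. The form of *JcERFVII2* may account for the differences, but any other difference between these lines, such as the site of insertion or the level of the transgene, was not tested and stays open.

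Of the 37 genes the paper names, 4 changed in opposite directions in the 2 lines and differed between them: *GSTU3* by 6.27 on the log2 scale, *AOX1D* by 3.78, *GSTU11* by 3.29 and *GSTF2* by 1.84. With scaling by library size alone, 3 of the 3 genes *GSTU3*, *GSTU11* and *AOX1D* kept opposite directions, as did 3 of 3 in each fit that left out 1 library, and 0% of their 50-base words lie elsewhere in the genome. These values argue against normalization, a single library and shared sequence as causes. The decrease of *GSTU11* in MC-Line3 was -0.74 without Col-0 replicate 2. For *GSTF2*, which overlaps *AT4G02510*, the decrease in MC-Line3 was -0.10 with scaling by library size alone and no longer called, so that a decrease and an effect of the normalization cannot be told apart. Over the alternatives its adjusted p in MC-Line3 ranged from 0.0182 to 0.288, and without either MA-Line1 library it was not called at -0.23. A hypothesis that remains for the other 3 genes is that the stabilized form may raise genes that the wildtype form lowers, with the difference between single lines still open.

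The phosphate starvation genes, which the paper shows as a GO term in Fig. 5B and does not discuss, were lower in both lines. The median log2 fold change of the 9 genes was -1.93 in MA-Line1 and -3.06 in MC-Line3, all 9 were called in each line, over all genes tested and adjusted over the list alone, and the SD of the median from the replicates was 0.51 and 0.67. Of the 9 genes, 8 are in Table S1. With scaling by library size alone the median nearest to 0 of the 2 lines was -1.76, and with offsets for GC content and length it was -1.93. Without either Col-0 library the median nearest to 0 was -1.50. These values argue against normalization, GC content, gene length and a single Col-0 library as the whole cause. All 9 genes were higher in Col-0 replicate 2 than in Col-0 replicate 1, by a median of 0.61 on the log2 scale, against -0.10 in MC-Line3 and 0.04 in MA-Line1. The phosphate status of the Col-0 seedlings may therefore have differed, and a nutrient state of Col-0 and an effect of the transgenes cannot be told apart, because the same 2 Col-0 libraries serve both comparisons.

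The 11 touch genes, which the paper does not discuss as a class, were lower in MC-Line3 by a median of -2.18, with 10 of 11 called over all genes tested and 10 adjusted over the list alone. In MA-Line1 the median was -0.47, or -0.30 without Col-0 replicate 2, with 7 of 11 called. Of the 11 genes, 6 are in Table S1 and 2 are among the ABA genes of Figure 6B. With scaling by library size alone the median in MC-Line3 was -2.05, and without either Col-0 library the value nearest to 0 was -2.01, against an SD of the median of 0.21. These values argue against normalization and a single Col-0 library as the cause. Handling at harvest may have differed between the genotypes, and this was not tested.

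The heat shock family, of which 68 of 78 genes were tested, was higher in MA-Line1 by a median of 0.37, with 33 genes up and 4 down (adjusted p = 2.2e-07, limma's camera). In MC-Line3 the median was -0.02, with 12 genes up and 18 down, and it turned to 0.11 with scaling by library size alone. With fry, the family also passed the threshold in MC-Line3 (adjusted p = 0.00997). Adjusted over the list alone, 41 genes were called in MA-Line1 and 33 in MC-Line3. The family's difference between the lines was 0.349 with offsets for GC content and length, against an SD of 0.11, which argues against a trend with GC content or length as the cause. A stress state of MA-Line1 is a possible explanation that was not tested.

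A pair of transcripts that the paper's text does not discuss was found almost only in a transgenic line. *AT2G06845* (chromosome 2 of TAIR10.1, 2753443 to 2756008), which overlaps *AT2G05015*, had 589 and 550 counts in MA-Line1, 0 and 2 in MC-Line3 and 0 and 0 in Col-0, which is at least 163.7-fold higher in MA-Line1 than in Col-0. *AT2G01422* (chromosome 2, 183940 to 184734) had 808 and 1010 counts in MC-Line3, 37 and 29 in MA-Line1 and 0 and 11 in Col-0. Its log2 fold change in MC-Line3 was 7.40 (adjusted p = 5.95e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Col-0 replicate 2 sets this value, since the other Col-0 library had no count of it. Of its 50-base words 2.55% lie elsewhere in the genome, and 0% of those of *AT2G06845*, which argues against reads from other copies as the source. An insertion near these genes or a variant carried by the line could raise them, and neither was tested for these genes.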

How the results depend on the processing

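The tests under the 15 added settings were chosen only after the numbers of DEGs had been seen. Under the alternatives fixed in advance, the numbers of DEGs of both lines and of shared DEGs stayed within 1.5 times the reported ones, from 7199 to 9463 in MA-Line1 and from 5215 to 7729 in MC-Line3. The number of genes that differ between the lines did so too, except with the exact test on the groups compared, which gave 6518. It was 6074 without Col-0 replicate 1 and 6068 without Col-0 replicate 2, where the dispersion rests on fewer libraries. Fewer libraries alone do not account for this rise from 4242. A fit of only the groups compared also gave more, 5963, but lowered the numbers against Col-0 to 7199 and 5215. Col-0 had the largest difference between replicates, with a chi-square per gene of 28.5 against 10.2 in MC-Line3 and 5.79 in MA-Line1. The shared dispersion of all 6 libraries may therefore overstate the noise between the lines and understate it against Col-0. No numbers are given for a fit that leaves 1 library in a group compared. Among the named genes and the lists that answer no claim of the paper, scaling by library size alone left 176 results on their side of the threshold, while 2 lost and 4 gained a call and 5 reversed. DESeq2 cost 3 calls, edgeR's exact test cost 3 and added 4, and a fit of only the groups compared cost 4 and added 4. Under these settings any change of sign was counted as a reversal. Where a left-out library belonged to a group compared, a change of sign within the replicate SD was counted as the same. An example is *GAD4* in MC-Line3, at -0.04 in the fit of all libraries and 0.28 without Col-0 replicate 2. Over the fits that each left out 1 library, 1050 results stayed the same, 8 lost and 6 gained a call, 50 moved by more than the replicate SD and 6 reversed.

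The replicate number was also used as a term of the model. With this replicate block 7493, 6215 and 3951 genes were called in MA-Line1, in MC-Line3 and between the lines, and with the block and offsets for GC content and length 7479, 5994 and 4015. The replicate numbers do not pair the libraries: the correlations across genes of the replicate differences were 0.032 between Col-0 and MC-Line3, -0.053 between Col-0 and MA-Line1 and -0.013 between MC-Line3 and MA-Line1.

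The added settings changed the counts. An exact test with all 6 libraries in the dispersion and no filter gave 7959 and 6738 DEGs in MA-Line1 and MC-Line3. With 1 common dispersion estimated without the genotypes, the DEGs of MA-Line1, of MC-Line3 and of both, and the ERFVII genes called, were 1457, 795, 372 and 1 without a filter, 1220, 712, 347 and 1 among genes above 1 CPM in 2 libraries, and 1490, 829, 402 and 1 with edgeR's filter. With a trended dispersion they were 1190, 756, 368 and 2. With a dispersion fixed at 0.16 they were 280, 177, 80 and 1 by the likelihood ratio test and 263, 168, 75 and 1 by the exact test. A test against a log2 fold change of 1 (glmTreat) gave 514, 326, 137 and 1, and a dispersion from each line against the rest gave 1725, 788, 0 and 1. All of these were 0 with gene-wise dispersions estimated without the genotypes, with any of 3 filters, by edgeR's combined estimate without the genotypes, in the exact and the likelihood ratio test, and with a dispersion from the replicate numbers. The genes with an unadjusted p below 0.05 then numbered 2781 and 1921 without a filter, 2508 and 1800 above 1 CPM, 2787 and 1932 with edgeR's filter, 2229 and 1640 and 2314 and 1707 with the combined estimate, and 1321 and 951 with the replicate numbers. A dispersion estimated without the genotypes takes in the differences between them.

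With camera's correlation estimated from the data, 0 of 48 list tests passed the threshold, against 30 with the preset one, and 14 had an unadjusted p below 0.05. The medians are the same by construction. Of the 30 that no longer passed, 12 were in MA-Line1, with medians of 2.07 for the core hypoxia genes, 3.27 for *PDF*, 1.86 for *GST*, 2.98 for peroxidase, -1.20 for ABA, -0.95 for JA, 1.35 for glutamate and GABA, -0.47 for touch, -1.93 for phosphate starvation, 0.45 for the *GST* family, -0.69 for the *JAZ* family and 0.37 for the heat shock family. In MC-Line3 there were 8, with 1.81 for core hypoxia, 2.81 for *PDF*, 0.74 for peroxidase, -1.43 for ABA, -1.98 for JA, -2.18 for touch, -3.06 for phosphate starvation and -1.10 for the *JAZ* family. The other 10 were all lists that differed between the lines, and their adjusted p lay between 0.142 and 0.287. The variance of the list statistic changes with this choice, and camera's test also has fewer degrees of freedom with an estimated correlation. The loss of calls therefore cannot be put down to correlation between genes alone.

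Some results reversed. The *GST7* change in MC-Line3 was -0.0012 with DESeq2's size factors in edgeR, -0.0012 with DESeq2, -0.014 with GC and length offsets and -0.018 with the offsets and the block. With library size alone, *RAP2.12* in MA-Line1 was 0.022, and in MC-Line3 *GAD4* was 0.085, the clock genes 0.082, the peroxidase superfamily 0.090 and the heat shock family 0.11, in step with the shift of all genes. Without a filter, the peroxidase superfamily was -0.20 in MA-Line1 and the plant defensin family 0 in MC-Line3, where genes with few counts enter. With at least 10 counts in every library, the peroxidase superfamily differed between the lines by 0.052, from fewer genes. With GC and length offsets the heat shock family in MC-Line3 was 0.035, and 0.037 with the block. For the reversals with DESeq2's size factors, with DESeq2 and with the offsets the cause was not tested.

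Across the fits that each left out 1 library, the JA median ranged from -1.13 to -0.76 in MA-Line1 and from -2.17 to -1.77 in MC-Line3. The *GST* median of Figure 6A in MC-Line3 ranged from -0.068 without MC-Line3 replicate 1 to 0.21. The clock median in MA-Line1 ranged from -0.69 to 0.0051 without Col-0 replicate 1, the plant defensin median in MC-Line3 from -0.21 to 0.33, and the peroxidase superfamily's difference between the lines from -0.13 to 0.087. Depth limits genes with few counts, which have large standard errors or only lower bounds. Among the genes the paper names, *PDF1.2C* had 10 and 20 counts, *AT2G17850* 22 and 39 and *AT1G14550* 25 and 33 in Col-0, and *GSTU3* had 13 and 17 in MC-Line3, all above the floor of 3. The standard error of *AT2G17850* in MA-Line1 was 0.289.

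Neighbouring DEGs of the same direction exceeded the permuted number by a factor of 1.06 in MA-Line1, 1.07 in MC-Line3 and 1.25 between the lines (p = 1e-04 each, the smallest that 10000 permutations can give). The factors were 1.18, 1.22 and 1.52 among adjacent genes, 1.03, 1.04 and 1.13 up to 10 genes apart, and 2.41, 2.17 and 2.18 with the glmTreat calls.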

Differences from the paper's values

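All alternatives named here as added were chosen only after the values had been seen, in a search for settings whose counts come near the paper's. The paper's text gives 344 DEGs in MA-Line1 and 282 in MC-Line3, and the quasi-likelihood test of the counts gave 7864 and 6618. The log2 fold changes themselves hardly differ: across the 514 genes of Table S1 they correlated with the table's at r = 0.99999 in both lines, with a median absolute difference of 0.0038 in MA-Line1 and 0.0024 in MC-Line3. The paper's text gives 122 upregulated and 222 downregulated DEGs in MA-Line1, against 3807 and 4057 here, and 29 and 253 in MC-Line3, against 3077 and 3541. The paper's shares of 10% upregulated and 90% downregulated in MC-Line3 compare with 46.5% and 53.5%. The paper counts 112 shared DEGs, 232 of MA-Line1 alone and 170 of MC-Line3 alone, against 4403, 3461 and 2215. The paper's 22 genes upregulated in both lines compare with 1960, and its 100 upregulated in MA-Line1 and not DEGs in MC-Line3 compare with 1647. None of the alternatives set before the data were examined brought any of these values within 1.5 times the paper's.

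Settings added after seeing the values did so for some of them. The test against a log2 fold change of 1 (glmTreat) among genes above 1 CPM gave 514 and 326 DEGs, 324 of them downregulated in MA-Line1, and 37 upregulated (11.4%) and 289 downregulated (88.7%) in MC-Line3. It gave 137 shared DEGs, of which 15 were upregulated in both, and 189 of MC-Line3 alone. Each of these is within 1.5 times the paper's value. Further from it were 190 upregulated DEGs of MA-Line1, 377 DEGs of MA-Line1 alone and 173 upregulated in MA-Line1 and not DEGs in MC-Line3. A dispersion fixed at 0.16, also added after seeing the values, gave 280 DEGs of MA-Line1 by the likelihood ratio test, 104 upregulated and 176 downregulated, with 80 shared, 200 of MA-Line1 alone, 93 upregulated in MA-Line1 and not DEGs in MC-Line3, and shares of 10.7% and 89.3% in MC-Line3. By the exact test it gave 263, 99, 164, 75, 188 and 89, with the same shares. Its DEGs of MC-Line3 were further from the paper's, with 177 by the likelihood ratio test and 168 by the exact test. So were those upregulated (19 and 18), downregulated (158 and 150) and of MC-Line3 alone (97 and 93). Those upregulated in both lines were too (9 and 8). Of the 8 core hypoxia-responsive genes, 5 were among the DEGs of at least 1 line by each of these tests, against 8 with glmTreat. The downregulated share in MC-Line3 also came within 1.5 times of the paper's with a common dispersion estimated without the genotypes (76.2%, 81.5% and 76.0% with 3 filters), a trended dispersion (84.4%) and a dispersion from the line against the rest (82.9%). These settings are not the paper's method, which the paper's text does not name in full.

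The paper states that the endogenous ERFVII genes were not differentially expressed. Here each of the 5 was called in at least 1 line, and *HRE2* rose by 2.65 on the log2 scale in MA-Line1. The call of *RAP2.12*, in MC-Line3, was lost with scaling by library size alone, with the exact test, in a fit of only the groups compared and without either MA-Line1 library. Among the added settings, which were chosen after seeing the values, 6 gave no DEG at all and so could not call any of the 5. Of those that gave DEGs, glmTreat and a dispersion fixed at 0.16 called 1 of the 5, and a trended dispersion called 2. The paper states that *HRA1* was not upregulated. Here it was called in both lines, at 0.90 and 0.71. It was not called in either line under 14 of the 15 added settings, 6 of which gave no DEG at all. The paper's Table S1 holds 11 genes upregulated in both lines at an FDR below 0.05, and 109 upregulated in MA-Line1 alone, where its text counts 22 and 100. From RT-PCR, the paper states that *HB1*, *PDC1*, *PCO2*, *PDF1.2*, *PDF1.3* and *AOX1D* were more induced in MA-Line1 than in MC-Line3. In the counts, *PDC1* was lower in MA-Line1 than in MC-Line3, with a log2 difference of -0.75. *PCO2* and *PDF1.3* did not differ between the lines (adjusted p = 0.0744 and 0.682, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but *PCO2* was called higher in MA-Line1 with the likelihood ratio test (0.33, adjusted p = 0.0493), the exact test (0.34, adjusted p = 0.00259), a fit of only the groups compared (0.34, adjusted p = 0.00917) and, by 0.35, without either Col-0 library. Fig. 7 shows *AOX1D* above Col-0 in the MC lines in air, and in the counts it was lower in MC-Line3 than in Col-0, with a log2 fold change of -1.02.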

Other observations

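The tests of the clock genes and of a state of the Col-0 seedlings were chosen before their results were seen. The tests of the shared Col-0 libraries, of the transgene's reads with gaps allowed and of neighbouring DEGs by chromosome were chosen only after the results they address had been seen.

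The Col-0 libraries differed in clock genes. On a list chosen for this test, the median of 4 evening genes was 0.76 lower and that of 5 morning genes 0.24 higher in Col-0 replicate 2 than in replicate 1 (-0.76 and 0.24 on the log2 scale). Their difference of 1.00 compares with 0.07 in MC-Line3 and -0.00471 in MA-Line1. Of the evening genes 3 of 4 were lower and of the morning genes 4 of 5 higher. In MC-Line3 and in MA-Line1, 3 of 4 evening genes were also lower, and 2 of 5 morning genes were higher. The evening count therefore does not set Col-0 apart. The depth of the libraries would move both sets alike, and the rise of 0.24 in the morning genes beside the fall in the evening genes argues against it. A difference in harvest time between the Col-0 replicates is a candidate explanation that the medians bear out, from 1 pair of libraries. The first clock list, of 9 genes, had a median of -0.37 in MA-Line1 and 0.0051 without Col-0 replicate 1, and of -0.05 in MC-Line3 and -0.46 without Col-0 replicate 2. With limma's camera its adjusted p was 0.122 and 0.215, though in MA-Line1 it was 0.0448 with scaling by library size alone and 0.0385 with fry, and 3 and 4 genes were called, also adjusted over the list alone. It did not differ between the lines (median difference -0.11, adjusted p = 0.768, limma's camera). The genes of this first list moved both ways between the Col-0 replicates. In replicate 2, 3 of 9 were higher, among them *CCA1* at 0.45, while *PRR5* was at -2.05 on the log2 scale. The median and camera can therefore miss a difference in harvest time on this list.

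Many genes differed between both lines and Col-0, and a state that varied among the Col-0 seedlings could contribute. Across 12297 genes above a mean of 10 CPM, the difference between the Col-0 replicates correlated with the difference between Col-0 and both lines with r = 0.126, with r = 0.237 against MC-Line3 and with r = -0.0017 against MA-Line1. The replicate difference of MC-Line3 gave r = -0.15 and that of MA-Line1 gave r = 0.086, so the value for Col-0 is no larger than that for MC-Line3. Such a state and an effect of the transgenes cannot be told apart for this pattern, because there are only 2 Col-0 libraries. The direction shared by the lines could come from their common Col-0 libraries. The r = 0.591 across genes does not exclude this, since unchanged groups with the replicate SDs of these libraries would give r = 0.594. The 20 simulations without a change gave r between 0.483 and 0.525, below the observed value. They used the same dispersion in all groups, while the replicate SDs of these libraries differ between the groups. When each line was set against a different Col-0 library, so that no library was shared, r was 0.412 and 0.492 in the 2 assignments, which argues against shared libraries as the whole cause. A state common to both Col-0 libraries stays open.

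Reads of the transgene counted on *HRE2* would need stretches of near identity. The copy of the *JcERFVII2* reading frame that was compared has 756 bases, while the paper's text gives 762, so bases are missing from it. Gaps were therefore allowed. The best 100-base window then had 21 differences to *HRE2*, against 21 to *RAP2.3*, 22 to *HRE1*, 26 to *RAP2.12* and 28 to *RAP2.2*. This is more than the missing bases account for, and it argues against such reads as the source of the increase of *HRE2* in MA-Line1.

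An insertion site or a linked variant would put DEGs of 1 line together on 1 chromosome. Pairs of DEGs of the same direction up to 5 tested genes apart were counted on each chromosome and compared with labels permuted within it. Their number exceeded the permuted one on all 5 chromosomes of each line, and on 4 of the 5 it passed the threshold (adjusted p between 0.0015 and 0.029 in MA-Line1 and between 0.00175 and 0.0103 in MC-Line3, permutation test with Benjamini-Hochberg adjustment). Chromosome 2 did not pass it, with 1198 pairs against 1165 expected in MA-Line1 (adjusted p = 0.145) and 845 against 826 in MC-Line3 (adjusted p = 0.232). With the glmTreat calls, 4 chromosomes of MA-Line1 and 3 of MC-Line3 passed it. These values argue against 1 site as the whole cause of the excess of neighbouring DEGs. A contribution of 1 site, or of several, stays open, since permuted labels do not separate it from other causes of neighbouring DEGs. With the glmTreat calls, 6 of 13 clusters of 3 or more DEGs lay on chromosome 5 in MA-Line1 and 3 of 6 on chromosome 1 in MC-Line3. The downregulated clusters *AT4G27652* to *AT4G27657*, *AT5G17300* to *AT5G17350* and *AT5G59220* to *AT5G59320* were found in both lines. A site in 1 line alone does not account for these.

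*ADH1* (*AT1G77120*), which overlaps *AT1G77122*, was higher than in Col-0 in both lines, with log2 fold changes of 1.03 in MA-Line1 (adjusted p = 2e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.39 in MC-Line3 (adjusted p = 3.00e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in MA-Line1 than in MC-Line3 (log2 difference -0.36, adjusted p = 0.017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AOX1D* (*AT1G32350*) had 4.70 ± 0.193 CPM (SD, n = 2) in Col-0, 2.32 ± 0.561 CPM (SD, n = 2) in MC-Line3 and 31.9 ± 1.84 CPM (SD, n = 2) in MA-Line1.

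The peroxidase superfamily by annotation, with 66 of 75 genes tested and the 3 genes of Figure 6A among them, went both ways. In MA-Line1 22 genes were up and 24 down, in MC-Line3 6 were up and 10 down, and between the lines 21 were higher and 22 lower in MA-Line1. Adjusted over the list alone, 49 genes were called in MA-Line1 and 14 in MC-Line3. Its medians of 0.05 in MA-Line1 and -0.04 in MC-Line3 (adjusted p = 0.767 and 0.513, limma's camera) changed sign with the settings: the first was -0.09 without Col-0 replicate 1, and the second was 0.05 without Col-0 replicate 2. The median of the *GST* family was 0.45 in MA-Line1 (adjusted p = 9.37e-06, limma's camera) and 0.13 in MC-Line3 (adjusted p = 0.354, limma's camera), or 0.08 without MC-Line3 replicate 1. Adjusted over the list alone, 39 of its genes were called in MA-Line1 and 18 in MC-Line3, against 38 and 18 over all genes tested. The plant defensin family did not pass the threshold in MA-Line1 (adjusted p = 0.412, limma's camera) or in MC-Line3 (adjusted p = 0.0603, limma's camera), with 11 and 9 genes called adjusted over the list alone. It passed in MC-Line3 under 5 of the alternatives, with DESeq2's size factors in edgeR (adjusted p = 0.0461), at least 10 counts in every library (0.00345), a fit of only the groups compared (0.0192), the replicate block (0.0454) and fry (0.0112), and in MA-Line1 with scaling by library size alone (0.0471). The ERFVII list had medians of 0.03 and 0.02 in MA-Line1 and MC-Line3 (adjusted p = 0.732 and 0.862, limma's camera). With fry it passed the threshold in MA-Line1 (adjusted p = 0.0231), and its median in MC-Line3 was 0.04 without Col-0 replicate 1 and -0.0097 without Col-0 replicate 2.

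Among the DEGs with the largest decrease were genes with at most 2 counts in each library of a line. *PAP25* (purple acid phosphatase 25) was at least 23.7-fold lower in MA-Line1 and 22.3-fold lower in MC-Line3, *AT5G17340*, which overlaps *AT5G17345*, at least 105-fold and 98.4-fold, *AT1G20735* at least 7.75-fold and 7.28-fold, *TIP1;3* at least 5.53-fold and 5.20-fold, and *G3Pp3* at least 37.1-fold and 34.8-fold. *PAP5*, with 6.6% of its 50-base words elsewhere in the genome, had a log2 fold change of -6.88 in MA-Line1 and was at least 191-fold lower in MC-Line3. The *MIR399d* precursor had -6.89 in MA-Line1 and was at least 141-fold lower in MC-Line3, and *AT1G21529*, with 28% of its words elsewhere, had -5.47 and was at least 39.6-fold lower. Among the largest increases, *AT2G31425* was at least 8.55-fold, *AT3G49270* at least 6.16-fold and *AT1G63070*, with 31.5% of its words elsewhere, at least 4.84-fold higher in MA-Line1, the last of which was not called with DESeq2 (adjusted p = 0.316). *AT5G53240* was at least 4.46-fold higher in MA-Line1 and 3.72-fold higher in MC-Line3. In MC-Line3 *AT5G55270* was at least 10.6-fold, *AT3G28560* at least 6.83-fold and *AT3G28958* at least 2.46-fold higher. In MA-Line1 these genes were also higher, at least 4.44-fold, 4.455-fold and 2.79-fold. Their differences between the lines were not called (adjusted p = 0.178, 0.522 and 0.899, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the exact test, *AT5G55270* was called lower in MA-Line1 (log2 difference -1.26, adjusted p = 0.0351). *AT3G28958* overlaps *AT3G28956*, and its call in MC-Line3 was lost without either MA-Line1 library.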
